# β-Cryptoxanthin Alleviates Diet-Induced Nonalcoholic Steatohepatitis by Suppressing Inflammatory Gene Expression in Mice

**DOI:** 10.1371/journal.pone.0098294

**Published:** 2014-05-23

**Authors:** Masuko Kobori, Yinhua Ni, Yumiko Takahashi, Natsumi Watanabe, Minoru Sugiura, Kazunori Ogawa, Mayumi Nagashimada, Shuichi Kaneko, Shigehiro Naito, Tsuguhito Ota

## Abstract

Recent nutritional epidemiological surveys showed that serum β-cryptoxanthin inversely associates with the risks for insulin resistance and liver dysfunction. Consumption of β-cryptoxanthin possibly prevents nonalcoholic steatohepatitis (NASH), which is suggested to be caused by insulin resistance and oxidative stress from nonalcoholic fatty liver disease. To evaluate the effect of β-cryptoxanthin on diet-induced NASH, we fed a high-cholesterol and high-fat diet (CL diet) with or without 0.003% β-cryptoxanthin to C56BL/6J mice for 12 weeks. After feeding, β-cryptoxanthin attenuated fat accumulation, increases in Kupffer and activated stellate cells, and fibrosis in CL diet-induced NASH in the mice. Comprehensive gene expression analysis showed that although β-cryptoxanthin histochemically reduced steatosis, it was more effective in inhibiting inflammatory gene expression change in NASH. β-Cryptoxanthin reduced the alteration of expression of genes associated with cell death, inflammatory responses, infiltration and activation of macrophages and other leukocytes, quantity of T cells, and free radical scavenging. However, it showed little effect on the expression of genes related to cholesterol and other lipid metabolism. The expression of markers of M1 and M2 macrophages, T helper cells, and cytotoxic T cells was significantly induced in NASH and reduced by β-cryptoxanthin. β-Cryptoxanthin suppressed the expression of lipopolysaccharide (LPS)-inducible and/or TNFα-inducible genes in NASH. Increased levels of the oxidative stress marker thiobarbituric acid reactive substances (TBARS) were reduced by β-cryptoxanthin in NASH. Thus, β-cryptoxanthin suppresses inflammation and the resulting fibrosis probably by primarily suppressing the increase and activation of macrophages and other immune cells. Reducing oxidative stress is likely to be a major mechanism of inflammation and injury suppression in the livers of mice with NASH.

## Introduction

Nonalcoholic fatty liver disease (NAFLD) is one of the most prevalent forms of chronic liver disease in the developed countries and is frequently associated with obesity, metabolic syndrome, and type 2 diabetes. Nonalcoholic steatohepatitis (NASH), an advanced form of NAFLD, is characterized by hepatocellular steatosis along with lobular inflammation and fibrosis and may lead to liver cirrhosis and hepatocellular carcinoma [1]. Although insulin resistance, increased oxidative stress and subsequent lipid peroxidation, and increased proinflammatory cytokine release are believed to be the major causes of progression to NASH, the mechanisms have not been fully elucidated [1], [2]. In addition, no prevention or treatment of NASH has been fully established. Dietary modification and gradual weight loss are current mainstays of NASH treatment. The lipophilic antioxidant vitamin E has been studied as a candidate for NASH treatment. Recently, Sanyal *et al.* showed that vitamin E is superior to placebo for NASH treatment in adults without diabetes in a multicenter, randomized, placebo-controlled, double-blind clinical trial [3]. Vitamin E was associated with reduction in hepatic steatosis and lobular inflammation but not fibrosis [3].

β-Cryptoxanthin is a xanthophyll carotenoid that is routinely found in human plasma. Similar to other carotenoids, it shows antioxidant action [4], [5]. Serum β-cryptoxanthin concentrations were inversely associated with indices of oxidative DNA damage and lipid peroxidation [6]. Serum carotenoid concentrations were correlated with intake of fruits and vegetables [7]–[9].

Since β-cryptoxanthin is especially found in Satsuma mandarin (*Citrus unshiu* Marc.), its serum concentration reflects the amount of Satsuma mandarin intake among the residents of an area in which the mandarin is considerably more popular than in the rest of Japan [9], [10]. Further epidemiological studies have shown that serum β-cryptoxanthin concentrations are inversely associated with homeostasis model assessment-insulin resistance and alcohol-induced increase in serum γ-glutamyltransferase in nondiabetic subjects and alcohol drinkers, respectively [11], [12]. Thus, β-cryptoxanthin may prevent or alleviate NASH by suppressing oxidative stress or insulin resistance. In this report, we present the first evidence that β-cryptoxanthin suppressed induction of inflammatory gene expression and alleviated NASH in mice fed a high-cholesterol and high-fat (CL) diet.

## Material and Methods

### Purification of β-cryptoxanthin

Nonesterified β-cryptoxanthin for experiments was prepared from the raw centrifuged pulp of Satsuma mandarin juice processed as described [13]. In brief, the raw centrifuged pulp was subjected to enzymatic degradation, and then a precipitate was recovered following tubular centrifugation. The water contained in the precipitate was replaced with acetone. β-Cryptoxanthin was extracted from the acetone-substituted precipitate with hexane. After hexane removal, the extract was sequentially separated into soluble and insoluble portions with hexane, acetone, ethanol, and a hexane/ethanol (3∶7) mixture at −30°C using a centrifuge. β-Cryptoxanthin was concentrated in the hexane-soluble, acetone-soluble, ethanol-insoluble, and hexane/ethanol-insoluble portions in each treatment. The concentrated hexane/ethanol-insoluble portion was dissolved in hexane/ethanol (1∶1) and hydrolyzed with 10% potassium hydroxide in ethanol overnight at room temperature. After the addition of water, the organic phase was recovered and concentrated. The concentrate was dispersed in hexane by sonication. The insoluble substance was filtered and recrystallized from ethanol to afford nonesterified β-cryptoxanthin by filtration. According to HPLC analysis, the purity of the β-cryptoxanthin obtained was 96%. The raw pulp (10.0 kg) produced 0.74 g of β-cryptoxanthin (yield, 40%).

### Ethic statement

All animal procedures were performed in accordance with the standards set forth in the Guidelines for the Care and Use of Laboratory Animals at the Takara-Machi campus of Kanazawa University, Japan. The protocol was approved by the Committee on the Ethics of Animal Experiments of Kanazawa University (Approved number: AP-132887). The mice were housed in colony cages with a 12-h light/12-h dark cycle and allowed food and water *at libitum*. All surgeries were performed under sodium pentobarbital anesthesia, and all efforts were made to minimize suffering.

### Treatments

Eight-week-old male C57BL/6J mice were divided into three groups: (1) control mice fed a standard chow (CRF-1, Charles River Laboratories, Yokohama, Japan), (2) mice fed a CL diet containing 38.23% CRF-1, 60% cocoa butter, 1.25% cholesterol, and 0.5% sodium cholate, and (3) mice fed a CL diet containing 0.003% β-cryptoxanthin [14].

### Histological Examination and Immunohistochemistry

After 12 weeks of feeding, the mice were killed by cervical dislocation under ether anesthesia. The livers were immediately removed and weighed. A large portion of each liver was snap-frozen in liquid nitrogen for subsequent RNA studies. The remaining tissue was fixed in 10% buffered formalin, processed, and embedded in paraffin for hematoxylin–eosin (H&E) staining, Azan staining, and Sirius red staining. For immunohistochemical analysis, tissue slides were immunostained with mouse monoclonal anti-human α-smooth muscle actin (α-SMA; Dako Japan, Kyoto, Japan), or anti-mouse F4/80 (Abcam, Cambridge, UK) antibodies. This was followed by immunoperoxidase staining using the Envision kit (Dako Japan). Histological examination was performed for 4 mice in each group. Macrophage was quantitated by calculating the F4/80-positive area in 30 fields of 3 slides for each individual mouse using 5 mice for each group as described previously [15].

### Determination of Liver Lipid Levels

Total liver lipids were extracted using a modification of the method of Folch and Lees [16]. Briefly, snap-frozen liver tissues (150 mg) were homogenized and extracted twice with the chloroform: methanol (2∶1 v/v) solution. The organic layer was dried under nitrogen gas and resolubilized in chloroform. An aliquot was resuspended in an aqueous solution containing 2% Triton X-100 for the determination of triglyceride (TG) and total cholesterol (TC) mass. TG and TC levels were determined using a commercial colorimetric method (Wako Pure Chemicals Industries, Osaka, Japan). The concentration of thiobarbituric acid reactive substances (TBARS) was determined using a commercial colorimetric method (Cayman Chemical Company, Ann Arbor, MI, USA).

### DNA microarray analysis

Total RNA was isolated from the frozen liver using the GenElute Mammalian Total RNA Miniprep kit (Sigma-Aldrich Japan, Tokyo, Japan). Fragmented biotin-labeled aRNA was synthesized from the total RNA of each mouse using the GeneChip 3′ IVT Express Kit (Affymetrix Japan KK, Tokyo, Japan) and then hybridized to a GeneChip Mouse Genome 430 2.0 array (Affymetrix) at 45°C for 16 h. After hybridization, the probe array was washed and stained using GeneChip Fluidics Station 450 (Affymetrix) and then scanned (GeneChip Scanner 3000; Affymetrix) using GeneChip Operation Software Ver. 1.4 (Affymetrix). The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus [17] and are accessible through GEO Series accession number GSE51432 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE51432).

Data analysis was performed using Microarray Suite 5.0 (MAS5, Affymetrix) and GeneSpring Ver. 11.5 (Agilent Technologies, Santa Clara, CA, USA). The raw data collected from the GeneChip Operating System (Affymetrix) were uploaded onto GeneSpring Ver. 11.5 (Agilent Technologies) for further analysis. The gene expression data from each chip were then normalized to the 75th percentile of all measurements and from each probe were normalized to the median expression of matched intensity of control samples from mice fed the CRF-1 diet for that gene across all samples. We then filtered out the probe sets that were not called Present by the MAS5 detection call in at least 100% of the samples in 1 treatment group. Statistical analysis of differences in gene expression levels among the groups of mice fed the control, CL, and CL diets containing β-cryptoxanthin was performed using Welch's one-way ANOVA followed by the Tukey's post hoc test with Benjamin–Hochberg multiple corrections. The corrected p values of <0.05 were considered significant.

Hepatic genes that were significantly up- or downregulated in diet-induced NASH and genes whose expression levels were significantly altered by β-cryptoxanthin, leading to levels closer to the control levels, were analyzed using Ingenuity Pathway Analysis (Ingenuity Systems, www.ingenuity.com). This analysis identified biological functions that were most significant to the data set. A right-tailed Fisher's exact test was used to calculate a *p* value denoting the probability that each biological function for that data set was due to its change alone. An activation *z*-score was calculated as a measure of activation of biological function and functional or translational activation of upstream regulators. An absolute *z*-score of below (inhibited) or above (activated) 2 was considered significant.

Customized DNA microarray analysis was performed as described [18]–[20]. DNA oligonucleotide probes were synthesized for the detection of genes associated with NASH development and installed onto the fibrous DNA microarray Genopal (Mitsubishi Rayon, Tokyo, Japan), which comprises hollow plastic fibers containing a gel to which the probes can attach. Total RNA was amplified using the MessageAmpII biotin-enhanced amplification kit (Life Technologies, Carlsbad, CA, USA), according to the manufacturer's instructions and column purified. Biotinylated aRNA was fragmented using fragmentation reagents (Life Technologies) and then incubated at 95°C for 7.5 min. Hybridization, washing, and fluorescent labeling was performed using the Genopal UE-104 system (Mitsubishi Rayon). Hybridization was performed using a DNA microarray (Genopal) in hybridization buffer, 0.12 M Tris-HCl/0.12 M NaCl/0.05% Tween 20, and the fragmented biotinylated aRNA at 65°C for 16 h. The hybridized DNA microarray was washed in 1 mL of 0.12 M Tris-HCl/0.12 M NaCl/0.05% Tween 20 at 65°C and in 1 mL of 0.12 M Tris-HCl/0.12 M NaCl. The microarray was then fluorescently labeled with streptavidin-Cy5 (GE Healthcare Japan, Tokyo, Japan) and washed in 0.12 M Tris-HCl/0.12 M NaCl/0.05% Tween 20 at room temperature and in 1 mL of 0.12 M Tris-HCl/0.12 M NaCl. Hybridization signals were acquired using a DNA microarray reader and multibeam excitation technology (Yokogawa Electric Co., Tokyo, Japan). The DNA microarrays were scanned at multiple exposure durations of 0.1, 0.4, 1.0, 4.0, and 30 s. Intensity values with the optimal exposure condition for each spot were selected according to saturation. Statistical analyses were performed using GeneSpring Ver. 11.5 (Agilent Technologies). Data are expressed as the arithmetic mean ± standard error of the mean (SEM). The significance of differences between groups was determined by Welch's one-way ANOVA followed by the Tukey's post hoc test with Benjamin–Hochberg multiple corrections. The corrected p values of <0.05 were considered significant.

### Quantitative Real-Time PCR

Total RNA was isolated from the frozen liver using the GenElute Mammalian Total RNA Miniprep kit (Sigma-Aldrich Japan, Tokyo, Japan). cDNA was synthesized using the High Capacity cDNA Reverse Transcription Kit (Life Technologies). Quantitative real-time PCR was performed on CFX384 (Bio-Rad Laboratories, Hercules, CA, USA) using SYBR Green Master Mix (Takara Bio, Shiga, Japan) with appropriate primers as described [15], [21], [22]. The following primers were used for the reaction: CD3 forward (GACTATGAGCCCATCCGCAA), reverse (AACAAGGAGTAGCAGGGTGC); CD4 forward (TGTCACTCAAGGGAAGACGC), reverse (CGAAGGCGAACCTCCTCTAA); and CD8 forward (ACGAAGCTGACTGTGGTTGAT), reverse (AAAAGTAGACGGCCACTCCG).

### Statistical analysis

Data are expressed as the arithmetic mean ± SEM. The significance of differences between three groups was determined by Welch's one-way ANOVA followed by the Tukey's post hoc test using the statistical software SAS 9.4 (SAS Institute Japan Ltd., Tokyo) (GLM procedure with Welch option), the freeware R 3.0.2 (http://www.r-project.org/, qtukey function), and Excel 2013 (Microsoft, Tokyo). The two-group comparisons were analyzed by Student's t-test using GraphPad Prism 5 for Windows Ver. 5.01 (GraphPad Software, San Diego, CA). The p values of <0.05 were considered significant.

## Results

### β-Cryptoxanthin alleviates diet-induced NASH

A CL diet induces a liver pathology similar to that of human NASH in C57BL/6J mice [14]. To elucidate the effect of β-cryptoxanthin on diet-induced NASH, we fed the C57BL/6J mice with a standard chow, CL diet, or CL diet containing 0.003% β-cryptoxanthin for 12 weeks. As shown in Table 1, the CL diet and β-cryptoxanthin did not affect body weight and energy intake in mice after 12 weeks of feeding. However, the CL diet significantly increased liver weight and TG and TC levels. β-Cryptoxanthin significantly reduced liver TG and TC levels after 12 weeks of feeding. The antioxidant β-cryptoxanthin significantly reduced increased levels of the marker of lipid peroxidation TBARS in mice fed the CL diet. Figure 1 shows representative photomicrographs of liver sections stained with H&E, Azan, Sirius red, anti-F4/80 antibody, and anti-α-SMA antibody. Lipid droplets accumulated in the hepatocytes of mice fed the CL diet for 12 weeks. Azan and Sirius red staining showed distinct collagen deposition, which is a characteristic of fibrosis, in the livers of mice fed the CL diet. The CL diet increased α-SMA-positive activated hepatic stellate cells and F4/80-positive hepatic macrophage Kupffer cells. Calculation of the F4/80-positive area is shown in Figure 2. β-Cryptoxanthin suppressed the accumulation of lipid droplets, collagen deposition, and F4/80-positive macrophages, which causes inflammation, in the livers of mice fed the CL diet. Thus, β-cryptoxanthin alleviated CL diet-induced steatosis, inflammation, and fibrosis in NASH in the mice.

**Figure 1:**
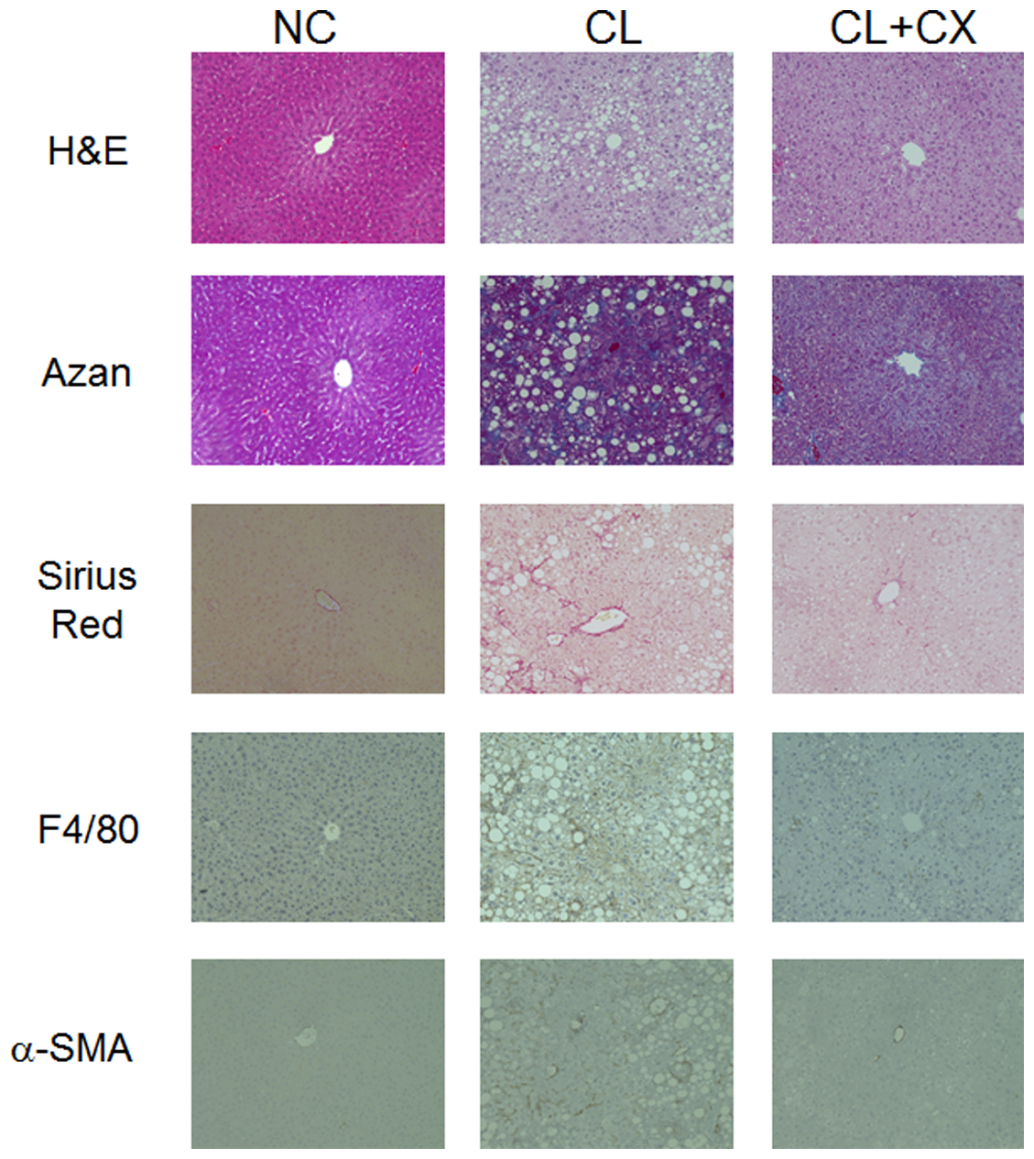
Representative liver histology of mice fed different diets. C57BL/6J mice were fed a standard chow (NC), a CL diet (CL), or a CL diet containing 0.003% β-cryptoxanthin (CL+CX) for 12 weeks. Liver sections were stained with H&E, Azan, Sirius red, anti-F4/80 antibody, and anti-α-SMA antibody. Original magnification is 200×, and scale bars  = 100 µm.

**Figure 2:**
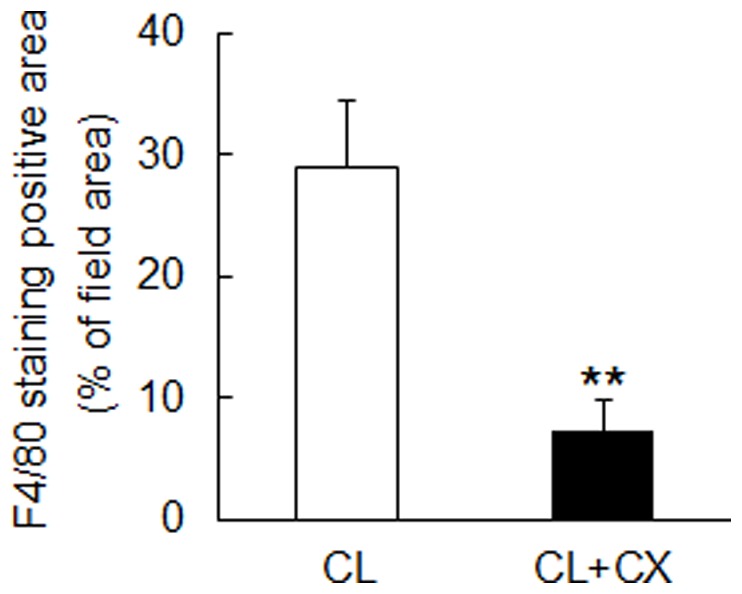
β-Cryptoxanthin reduced F4/80-positive hepatic macrophages. Liver sections of mice fed the CL diet (CL) or the CL diet containing 0.003% β-cryptoxanthin (CL+CX) for 12 weeks were stained with anti-F4/80 antibody. The F4/80-positive area was calculated in 30 fields of 3 slides for each individual mouse using 5 mice for each group as described previously [15]. **p<0.01, Student's t-test.

**Table 1:** Metabolic parameters of mice fed with different diets for 12 weeks.

	NC	CL	CL+CX
Body weight (g)	31.7±1.4	32.6±0.8	32.9±0.6
Food intake (kcal/day/kg BW)	358.4±25.7	369.2±15.3	381.9±13.0
Liver weight/BW (%)	3.85±0.13^a^	4.63±0.12^b^	4.62±0.11^b^
Hepatic TG (mg/mg protein)	0.23±0.03^a^	0.66±0.05^b^	0.43±0.05^c^
Hepatic TC (mg/mg protein)	0.025±0.002^a^	0.248±0.016^b^	0.169±0.018^c^
Hepatic TBARS (nmol/mg protein)	0.16±0.01^a^	0.34±0.04^b^	0.18±0.04^a^

Data are expressed as the arithmetic mean ± SEM (*n* = 4 (NC) or n = 5 (CL and CL+CX)). Different superscripts indicate significant differences (p<0.05) between the groups.

### Comprehensive gene expression analysis using DNA microarrays

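Livers of 15 mice were measured, 5 fed the standard chow (NC), 5 fed the CL diet (CL) and 5 fed the CL diet with β-cryptoxanthin (CL+CX) for 12 weeks from 8 weeks of age, with 1 GeneChip Mouse Genome 430 2.0 array per mouse. The methods and the treatment text of the sample labels give the dose as 0.003% of the diet, and the titles and source names of the CL+CX samples give 0.005%. Of 20361 probe sets tested, 3160 (15.5%) differed among the 3 diets at an adjusted p under 0.05, and they stand for 2233 gene symbols. The first principal component held 25.7% of the variance and set the 5 NC mice, at -49.3 to -36.1, apart from the CL mice, at -5.81 to 39.6, and the CL+CX mice, at 4.54 to 24.4. The authors deposited MAS5 signals per probe set as intensity on a linear scale, without detection calls and without scaling between arrays. Here, each array was scaled to a common 75th percentile of 54.1, values under 1 were set to 1, and log2 was taken. Of the probe sets on the array, those at or above their array's median in all 5 arrays of at least 1 group were tested, which stands in for the filter on Present calls. The 3 groups were fitted together with limma, and p was adjusted by Benjamini-Hochberg over the probe sets tested. In the arrays' β-actin control, the 3′ signal exceeded the 5′ signal by 1.07 ± 0.101 (log2, SD, n = 5) in CL+CX mice, by 0.82 ± 0.0968 in CL mice and by 0.94 ± 0.0858 in NC mice. All 5 CL+CX arrays lay above every CL array (two-sided exact permutation test, p = 0.00794, the smallest it can give, and 0.0476 after adjustment over 9 comparisons of array measures). The array of CL replicate 2 correlated less with its group (mean r = 0.941 across probe sets) than the other CL arrays (0.957 to 0.962).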

Comprehensive gene expression analysis using a DNA microarray showed that 2391 genes were differentially expressed in the livers of mice fed the standard chow, CL diet, and CL diet containing 0.003% β-cryptoxanthin after 12 weeks (*n* = 5, *p*<0.05 by one-way ANOVA). Among these genes, 1589 were significantly up- or downregulated in the livers showing CL diet-induced NASH compared with the normal livers of the control mice fed the standard chow (Figure 3(a)). 

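In CL mice, 758 genes were higher and 712 lower than in NC mice, and 399 of the former and 61 of the latter differed by at least 2-fold (5 mice per group, limma). Among the largest rises, Gpnmb, a glycoprotein of lipid-laden macrophages, rose by 3.95 on the log2 scale (standard error 0.80, adjusted p = 0.0052) and Lgals3, which encodes galectin-3, by 3.06 (standard error 0.38, adjusted p = 0.00015). Ubd, a ubiquitin-like modifier induced by cytokines, rose by 3.55 (standard error 0.51), the lymphocyte receptor Cd48 by 3.46 (standard error 0.61), the interferon-induced Ifi27l2b by 3.45 (standard error 0.64) and the surface antigen Ly6d by 3.37 (standard error 0.36). Genes below the array median on all 5 NC arrays are given as lower bounds. The macrophage elastase Mmp12 was at least 4.61-fold higher, the nucleotide receptor P2ry6 at least 3.07-fold, the Toll-like receptor Tlr1 at least 2.13-fold and the lymphocyte receptor Ly9 at least 2.09-fold. Among the largest falls, Asns, the asparagine synthetase, was at -3.52 (standard error 0.84, adjusted p = 0.0136) and Cyp8b1, the sterol 12α-hydroxylase that sets the share of cholic acid among bile acids, at -2.90 (standard error 0.58, adjusted p = 0.00514). The complement regulator Susd4 was at -2.40 (standard error 0.34), the metallothioneins Mt2 and Mt1 at -2.03 (standard error 0.55) and -1.73 (standard error 0.41), and Cyp26a1, which degrades retinoic acid, at -1.92 (standard error 0.32). Sytl1, Serpinb1a and Acot3, an acyl-CoA thioesterase, were at -1.92, -1.76 and -1.64, and Ttll6, below the array median on every CL array, was at least 1.32-fold lower. Counted as probe sets, 1201 were higher and 1293 lower, 2494 in all. The count was 1127 with no filter, 1586 with the test of the methods and 3910 without CL replicate 2. With the signals as deposited, the median of all probe sets moved by 0.23, and 96.2% of the changed probe sets were higher, against 48.2% after scaling.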

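Between CL+CX and CL mice, 637 probe sets differed, 322 higher and 315 lower with β-cryptoxanthin (50.5% higher, against 28.4% with the signals as deposited and 36.6% with only the 2 groups fitted; the count was 105 to 968 with 1 mouse left out, 38 with no filter and 81 with the signals as deposited), and 256 of the 2494 changed in CL mice were returned, that is, they also passed the test between CL+CX and CL in the opposite direction and lay closer to NC. Of these, 154 (123 genes) had been higher in CL and 102 (73 genes) lower. Among returned genes raised by the CL diet, Lyz2, macrophage lysozyme, was 8.30-fold higher in CL than in NC mice and 2.69-fold lower in CL+CX than in CL mice (log2 -1.43, standard error 0.30, adjusted p = 0.025). In the same comparison on the log2 scale, the lysozyme gene Lyz1 was at -1.14 (standard error 0.29), the leukocyte tetraspanin Cd53 was at -1.19 (standard error 0.22), the endotoxin receptor partner Ly86 at -1.08 (standard error 0.25) and the lysosomal protease Ctss at -1.04 (standard error 0.24), and Ly9 was at -1.31 (standard error 0.32). Taking the replicate number as a block ended the calls of Lyz2, Lyz1, Ly86, Ctss and Ly9 (adjusted p = 0.0518 to 0.0933). In this balanced design the block leaves every group difference as it was. Among returned genes lowered by the CL diet, Ppargc1b, a coactivator of lipid and energy metabolism, was -1.01 in CL (standard error 0.15) and 1.19 higher with β-cryptoxanthin (standard error 0.15, adjusted p = 0.00265). The insulin receptor gene Insr was -0.81 (standard error 0.0902) and then 0.49 (standard error 0.0902), the arginine transporter gene Slc7a2 -0.84 (standard error 0.14) and then 0.62 (standard error 0.14), and Ptprd -0.77 (standard error 0.17) and then 0.71 (standard error 0.17). Clcn2 and Fam53b rose by 0.78 and 0.49 with β-cryptoxanthin, and Ttll6 was at least 1.09-fold higher. The same block ended the calls of Ptprd, Fam53b and Ttll6 (adjusted p = 0.059, 0.0716 and 0.0669). Fam53b did not pass either with an offset of 16 in place of the floor (0.304, adjusted p = 0.0871) or with a robust prior (0.491, adjusted p = 0.0886). In genes, 156 were higher and 187 lower in CL+CX than in CL mice. The largest rises were in Dbp, an output gene of the circadian clock (17.4-fold, log2 4.12, standard error 0.26, adjusted p = 1.33e-06), and in Clec2h at 2.72 (standard error 0.41), followed by the clock genes Nr1d1 and Per3, Phlda1, Foxq1, Spry4, the vitamin transporter gene Slc5a6 and Vwce at 1.19 to 2.62, with Ciart at least 1.87-fold higher. Of these, Spry4 and Ciart did not pass with the replicate number as a block (adjusted p = 0.0506 and 0.0922). The largest falls were in the cell cycle inhibitor Cdkn1a (log2 -1.99, standard error 0.33) and in Igfbp1 (-1.76, standard error 0.38), followed by the repressor Bcl6, the matrix protease Mmp7, the clock gene Arntl, Tubb2a, Ccn2, Hilpda and Pdk4 at -1.71 to -1.48, with Npas2 at least 1.94-fold lower. Of the 2494 probe sets, 953 (38.2%) still differed between CL+CX and NC mice, among 1992 that did. Both comparisons use the same CL mice. With these divided between them the returned count was 15 at the median of 20 splits (1 to 106). In these splits the count for CL+CX against CL also fell, to 109 at the median, from fewer CL mice. By the same rule, with CL and CL+CX exchanged, 199 probe sets changed in CL+CX mice lay closer to NC in CL mice. Leaving out 1 mouse gave a returned count of 43 (without CL+CX replicate 3) to 341 (without CL replicate 5). With the β-actin 3′ to 5′ difference as a covariate, an alternative chosen after seeing the data, no probe set was returned and 1, that of Dbp, differed between CL+CX and CL, against 637 at an adjusted p under 0.05 and 4010 at an unadjusted p under 0.05 without it; the median change of the 637 went from 0.793 to 0.625 as the median standard error widened from 0.176 to 0.277, so the lost calls alone do not show that the changes went away.

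**Figure D1:**
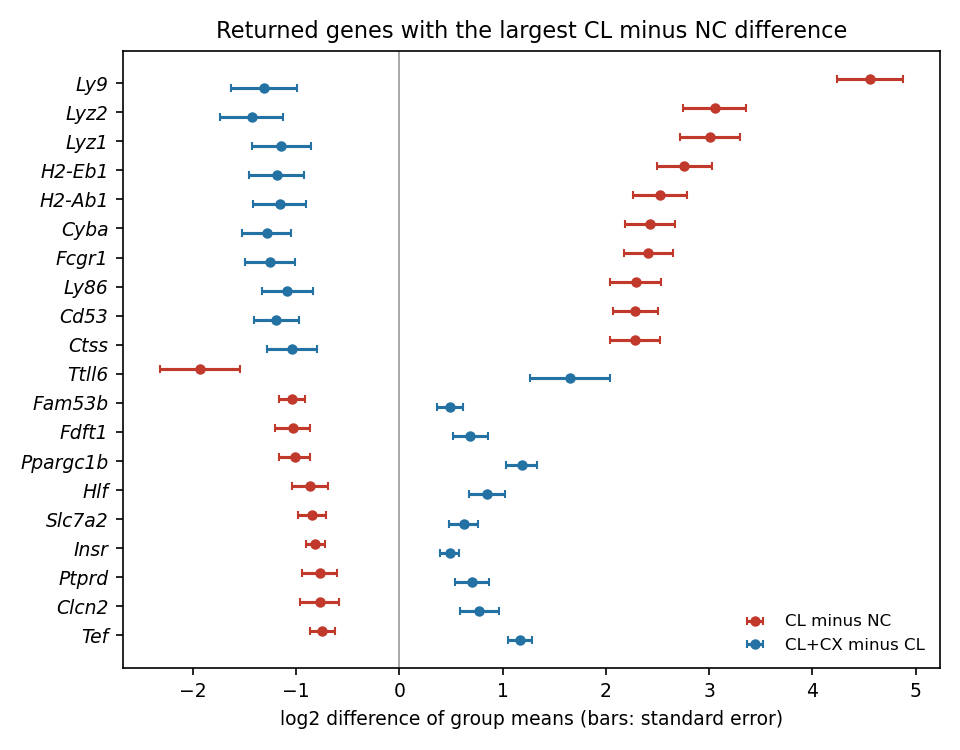
Log2 differences of group means (horizontal axis) for the 20 returned genes with the largest CL minus NC difference, 10 in each direction; red points are CL minus NC, blue points CL+CX minus CL, and bars are standard errors from limma (5 mice per group). The 2 differences lie on opposite sides of 0 for every gene shown; Ly9 in NC and Ttll6 in CL mice lie below the array median, so their fitted values are no measure of fold.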

Addition of β-cryptoxanthin to the CL diet altered the expression levels of 507 hepatic genes, leading to levels closer to those of the control mice (Figure 3(b)). The bar charts in Figure 2 show the top 10 biological functions putatively altered in NASH ((a), Table S1) and suppressed the alteration by β-cryptoxanthin ((b), Table S2). The expression of genes associated with liver injury (“cell death and survival”) and inflammation (“hematological system development and function,” “tissue morphology,” “cellular movement,” “immune cell trafficking and inflammatory responses,” and “cell-to-cell signaling and interaction”) was altered in NASH, and the alteration was suppressed by β-cryptoxanthin. 

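Of 17 measured genes of cell death, 6 rose in CL mice and none fell (7 rose when adjusted over the list alone), with a mean log2 change of 0.68 (camera, adjusted p = 2.62e-05, and 0.033 with an estimated correlation). The inflammatory caspases Casp1 and Casp4 rose by 1.40 (standard error 0.20) and 1.53 (standard error 0.26), Casp12 by 1.11 (standard error 0.28), Mlkl, which carries out necroptosis, by 1.87 (standard error 0.39) and the antiapoptotic Bcl2 by 2.22 (standard error 0.54). Between CL+CX and CL mice 1 of the 17, Cdkn1a, passed the test (2 fell when adjusted over the list alone), and the list was not called (mean -0.34, camera, adjusted p = 0.0915, and 0.0278 to 0.501 over the alternatives, called without NC replicate 2 and without CL+CX replicate 5), while its score was 0.68 ± 0.103 in CL mice and 0.34 ± 0.243 in CL+CX mice (SD, n = 5; two-sided exact permutation test, p = 0.0317). The stress gene Gadd45b had a log2 difference of -1.94 (standard error 0.55, adjusted p = 0.0656). Of 16 acute phase genes, which hepatocytes make during inflammation, Saa3 alone rose in CL mice, by 1.83 (standard error 0.52; 1 when adjusted over the list alone), and none passed the test with β-cryptoxanthin; the list was called in neither comparison (camera, adjusted p = 0.852 and 0.901). Lcn2 and Orm2, of the same list, had differences of 1.52 (standard error 0.77, adjusted p = 0.22) and -0.25 (standard error 0.62, adjusted p = 0.833) in CL mice.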

The antioxidant β-cryptoxanthin suppressed the gene expression change associated with free radical scavenging (Figure 3(b), Table S2). β-Cryptoxanthin also suppressed the alteration of gene expression associated with cholesterol and other lipid metabolism (lipid metabolism, small-molecule biochemistry, and vitamin and mineral metabolism). 

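Of 18 measured antioxidant genes and targets of NRF2, the transcription factor of the oxidative stress response, 4 rose and 2 fell in CL mice (7 and 3 when adjusted over the list alone). Gstm3, a glutathione transferase, rose by 2.60 (standard error 0.57), the heme oxygenase gene Hmox1 by 1.21 (standard error 0.22), and Srxn1 and Gstm1, named after their values were seen, by 0.67 and 0.49. The 2 that fell were Mt1 and Mt2. With β-cryptoxanthin none of the 18 passed the test, alone or over all genes, and Hmox1 was at -0.75 (standard error 0.22, adjusted p = 0.0701). The list was called in neither comparison (camera, adjusted p = 0.15 and 0.488), but with quantile normalization it was called in CL mice (mean 0.251, camera, adjusted p = 0.0174). Of 21 genes of fatty acid oxidation and targets of PPARA, 7 fell in CL mice and none rose (13 fell when adjusted over the list alone), with a mean of -0.38 (camera, adjusted p = 2.13e-05, lost at an adjusted p = 0.18 with an estimated correlation). Among them, the coactivator Ppargc1a fell by 1.33 (standard error 0.20) and Ppara itself by 0.61 (standard error 0.11). This fall of Ppara in CL mice did not pass with quantile normalization (-0.44, adjusted p = 0.0626) or the signals as deposited (-0.29, adjusted p = 0.322). Other probe sets of Ppara passed there in the main fit, at -0.51 and -0.63 (adjusted p = 0.0208 and 0.0106). Of these 21, Ppara was higher in CL+CX than in CL mice by 0.44 (standard error 0.11, adjusted p = 0.0428) and Pdk4, a brake on glucose oxidation, lower at -1.48 (standard error 0.37, adjusted p = 0.0429; 2 higher and 2 lower when adjusted over the list alone), and the list was not called (camera, adjusted p = 0.832). Ppara did not pass with quantile normalization (0.397), the signals as deposited (0.371) or the replicate number as a block (0.441). Its other probe sets passed in the main fit, at 0.615 and 0.619 (adjusted p = 0.0268 and 0.0356). Pdk4 did not pass with quantile normalization (-1.53) or the signals as deposited (-1.55). Neither gene passed with the β-actin 3′ to 5′ covariate, chosen after seeing the data (0.453 and -1.73). Of 8 lipid droplet proteins, the lipase inhibitor G0s2 fell by 1.25 (standard error 0.26) and Plin3, named after its value was seen, rose by 0.43 in CL mice (2 higher and 3 lower when adjusted over the list alone), and none passed the test with β-cryptoxanthin (camera, adjusted p = 0.553 and 0.584).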

The range of the *p*-value and the numbers of genes in the functions were 1.75×10^−6^–4.03×10^−2^ and 31 genes, 1.75×10^−6^–4.03×10^−2^ and 42 genes, and 3.72×10^−5^–3.78×10^−2^ and 22 genes, respectively. However, our result suggested that β-cryptoxanthin was more effecive in suppressing the alteration of gene expression associated with liver injury, inflammation, and free radical scavenging (Figure 3, Tables S1 and S2).

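Over the 72 genes of 7 immune lists (MHC class II, Kupffer cell, macrophage and T cell markers, phagocytosis, chemokines and adhesion), the mean log2 score was 1.46 ± 0.153 (SD, n = 5) in CL mice and 0.74 ± 0.362 in CL+CX mice, both relative to NC. The CL+CX score was thus 49.1% lower than the CL score (95% interval 28.8 to 71.3 over resampled mice; two-sided exact permutation test of the scores, p = 0.00794). By list, the scores of MHC class II, macrophage markers, phagocytosis and adhesion passed the exact permutation test (p = 0.00794 to 0.0159), and those of Kupffer cells (p = 0.119), T cells (p = 0.222) and chemokines (p = 0.0873) did not. The β-actin 3′ to 5′ difference and the markers of sinusoidal endothelial cells also differed between these CL and CL+CX mice. Over the 34 genes of cholesterol synthesis, SREBP2 feedback and LXR targets, each signed in the direction stated for NASH, the score was 0.69 ± 0.0603 in CL mice and 0.61 ± 0.0575 in CL+CX mice. The latter is 10.8% lower (95% interval 2.20 to 20.4; exact permutation test, p = 0.0873), and without CL replicate 2 it was 12.6% (p = 0.0317). The score of 18 genes of fatty acid and triglyceride synthesis, a separate list that shares Srebf1 and Scd1 with the LXR targets, was -0.16 in CL mice and 0.23 in CL+CX mice (exact permutation test, p = 0.0238). The immune share exceeded the cholesterol share by 38.4 percentage points (95% interval 21.4 to 56.2). The exact permutation test of this difference did not pass the threshold (p = 0.0913). That test exchanges CL and CL+CX mice, so it asks whether the diets differ and cannot decide whether the 2 shares are equal. A share is also a ratio to the CL score, so its size is not the same when the diets are exchanged. From the functions that Ingenuity Pathway Analysis assigned to the genes changed in NASH and to those returned by β-cryptoxanthin, the paper proposes that β-cryptoxanthin acted more on genes of liver injury, inflammation and free radical scavenging than on those of lipid metabolism.

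**Figure D2:**
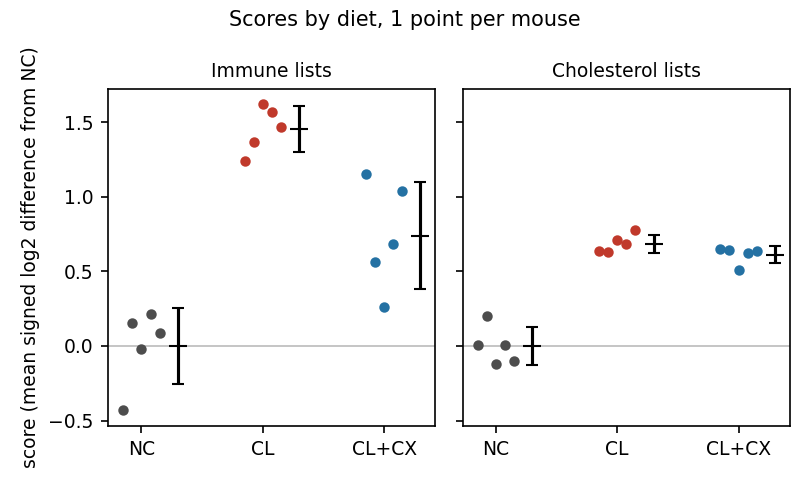
Scores relative to the NC mean (vertical axis, mean signed log2 difference over the genes of each group of lists) by diet, for the immune lists (left) and the cholesterol lists (right); points are mice, and bars are the mean ± SD of 5 mice. The immune score of CL+CX mice averages 0.74 against 1.46 in CL mice, and the cholesterol score 0.61 against 0.69.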

**Figure 3:**
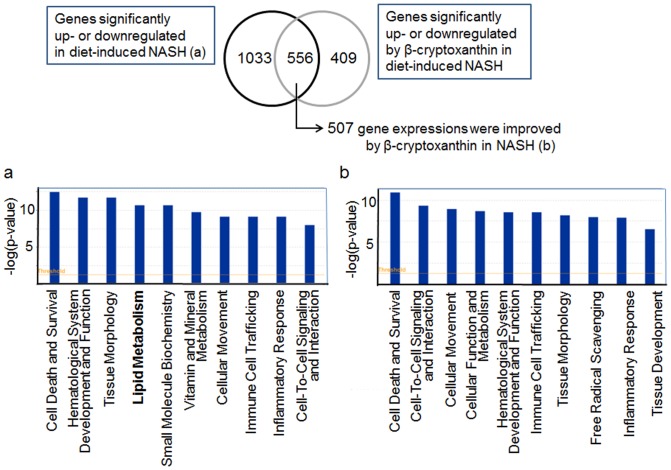
Top 10 biological functions of hepatic genes significantly improved by β-cryptoxanthin in diet-induced NASH in mice. (a)Top 10 biological functions of hepatic genes significantly up- or downregulated in NASH (b) Top 10 biological functions of hepatic genes significantly improved by β-cryptoxanthin, leading to levels closer to those of the control levels, in NASH. The functions that were most significant in the data set were identified by Ingenuity Pathway Analysis.

Table 2 shows the detailed biological functions that are predicted to be activated or suppressed by CL diet-induced NASH or β-cryptoxanthin. 

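All 18 measured markers of macrophages and monocytes rose in CL mice (18 when adjusted over the list alone), and their mean score was 2.02 ± 0.217 (log2 relative to NC, SD, n = 5). The lysosomal marker Cd68 rose by 2.15 (standard error 0.32), the signalling adaptor Tyrobp by 2.25 (standard error 0.30), the complement gene C1qb by 2.20 (standard error 0.31) and the growth factor receptor Csf1r by 1.32 (standard error 0.21). The list was called by camera (adjusted p = 1.12e-25, and 0.0256 with an estimated correlation). Of 10 markers of Kupffer cells, the resident liver macrophages, 7 rose (8 when adjusted over the list alone), Marco by 2.24 (standard error 0.56), Cd5l by 1.84 (standard error 0.28), Vsig4 by 1.61 (standard error 0.34), Folr2 by 1.33 (standard error 0.36) and Adgre1, which encodes F4/80, by 1.11 (standard error 0.22). That list's call (adjusted p = 2.82e-06) was lost at an adjusted p = 0.146 with an estimated correlation, and its score was 1.11 ± 0.773 (SD, n = 5). All 7 genes of lipid-associated macrophages rose (7 when adjusted over the list alone), with Fabp5 at 1.87 (standard error 0.33), and the list was called (mean 2.60, camera, adjusted p = 6.59e-10, and 0.033 with an estimated correlation). Of 18 listed T cell markers 4 were bright enough to test, and 2 rose (2 when adjusted over the list alone), the receptor subunit Cd3g by 1.01 (standard error 0.31) and the adaptor Lat by 2.20 (standard error 0.52), while Icos and Zap70 were at 0.15 (adjusted p = 0.714) and -0.31 (adjusted p = 0.645); the list was not called (camera, adjusted p = 0.0902, and 0.0013 to 0.294 over the alternatives, called with no filter and without NC replicate 2, NC replicate 5 or CL replicate 5), while its score passed the exact permutation test (p = 0.00794). The rise of Cd3g did not pass with a robust prior (adjusted p = 0.0691) or the replicate number as a block (adjusted p = 0.07). With the β-actin 3′ to 5′ covariate, chosen after seeing the data, neither Cd3g nor Lat passed, at 0.939 and 1.52 (adjusted p = 0.155 and 0.0849). Of 5 B cell markers none passed the test, alone or over all genes, with Cd79b at 1.27 (standard error 0.55, adjusted p = 0.148). Of 3 dendritic cell markers, Irf8 rose by 1.10 (standard error 0.25; 1 when adjusted over the list alone) and Batf3 and Zbtb46 were at 0.30 and 0.02; neither list was called (camera, adjusted p = 0.297 and 0.106, the latter 0.0025 to 0.18 over the alternatives, called with no filter), while the dendritic cell score passed the exact permutation test (p = 0.00794). None of 10 markers of sinusoidal endothelial cells passed the test in CL mice, alone or over all genes (camera, adjusted p = 0.262).

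**Figure D3:**
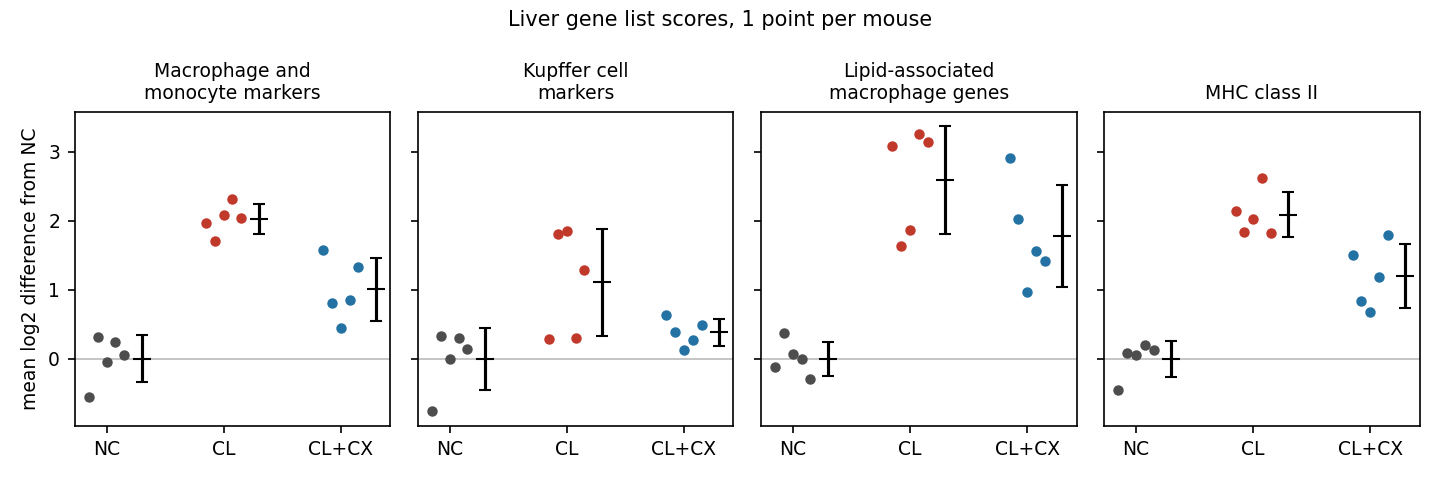
Mean log2 difference from NC (vertical axis) over the genes of 4 lists by diet; points are mice, and bars are the mean ± SD of 5 mice. The macrophage and monocyte markers average 2.02 in CL mice and 1.00 in CL+CX mice, the Kupffer cell markers 1.11 and 0.38, the lipid-associated macrophage genes 2.60 and 1.77, and the MHC class II genes 2.09 and 1.20.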

Many functions associated with accumulation, infiltration, and activation of macrophages, T lymphocytes, and other immune cells were predicted to be activated or suppressed in NASH. “Phagocytosis” and “cytotoxicity” were suggested to be induced in NASH. 

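Of 17 measured genes of phagocytosis, 15 rose in CL mice and none fell (15 when adjusted over the list alone). The Fc receptors for immunoglobulin G, Fcgr1, Fcgr3 and Fcgr4, rose by 2.41 (standard error 0.24), 2.05 (standard error 0.27) and 2.18 (standard error 0.31), the integrin gene Itgb2 by 2.18 (standard error 0.30) and the GTPase gene Rac2 by 1.49 (standard error 0.28). The inhibitory receptor Fcgr2b did not pass the test (0.43, standard error 0.24, adjusted p = 0.262). The mean of the list was 1.34 (camera, adjusted p = 1.12e-16, and 0.0256 with an estimated correlation). Of 14 listed genes of natural killer and cytotoxic cells, 4 were bright enough to test and all 4 rose (4 when adjusted over the list alone; camera, adjusted p = 0.000184, and 0.0264 with an estimated correlation). The activating receptor Klrk1 rose by 1.20 (standard error 0.31), Cd48 rose as well, and Klrd1 and the granule protein gene Nkg7, below the array median on every NC array, were at least 2.21-fold and at least 1.78-fold higher.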

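Of 14 measured chemokines and chemokine receptors, 9 rose in CL mice and none fell (12 when adjusted over the list alone). Cxcl9, which attracts activated T cells, rose by 2.54 (standard error 0.60) and the monocyte attractant Ccl6 by 2.25 (standard error 0.31). Cxcl16 and Cxcl10 rose by 1.54 (standard error 0.18) and 1.55 (standard error 0.41), and Ccl4 by 0.90 (standard error 0.16). Ccr2, the receptor by which monocytes leave the blood, was at least 3.40-fold higher and Cxcl14 at least 1.36-fold, as both lay below the array median on every NC array. The neutrophil attractant Cxcl2 had a difference of 1.85 (standard error 0.64, adjusted p = 0.0715). The mean of the list was 1.50 (camera, adjusted p = 1.46e-09, and 0.0256 with an estimated correlation). Of 9 genes of leukocyte adhesion, 6 rose and none fell (7 when adjusted over the list alone), with a mean of 1.19 (camera, adjusted p = 7.7e-08, and 0.0256 with an estimated correlation). The hyaluronan receptor Cd44 rose by 2.11 (standard error 0.23), the endothelial adhesion molecule Vcam1 by 1.68 (standard error 0.24) and the integrin gene Itgal by 1.71 (standard error 0.25).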

Functions associated with infiltration of immune cells, such as “chemotaxis,” “migration,” “homing,” and “trafficking,” were predicted to be activated in NASH. Inhibition of “morphology of leukocytes” reflects induction of the expression of genes related to signaling and activation of leukocytes. 

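Of 13 listed neutrophil markers 3 were bright enough to test, and none passed the test over all genes between CL and NC mice (1 higher when adjusted over the list alone). S100a8 and S100a9, the calprotectin genes, had log2 differences of 1.47 (standard error 0.50, adjusted p = 0.0695) and 0.94 (standard error 0.47, adjusted p = 0.214), and the granule gene Ngp 0.36 (standard error 0.40, adjusted p = 0.607). In CL+CX against CL mice the 3 were at -0.69, -0.94 and -0.82 (adjusted p = 0.485, 0.289 and 0.271), and none passed, alone or over all genes. The list was called in neither comparison (camera, adjusted p = 0.0903 and 0.0857), though each was called in 4 of the 15 fits with 1 mouse left out, while its score passed the exact permutation test in CL against NC mice (p = 0.0317) and not in CL+CX against CL mice (p = 0.119). Of 14 genes of the response to stress in the endoplasmic reticulum, which can lead to cell death, Atf3 rose by 2.02 (standard error 0.54) and Asns fell in CL mice (1 and 1 when adjusted over the list alone). With β-cryptoxanthin, Ddit3, which encodes the proapoptotic CHOP, was lower at -1.07 (standard error 0.24, adjusted p = 0.0283) and Chac1 rose by 1.10 (standard error 0.25, adjusted p = 0.0294; 2 higher and 1 lower when adjusted over the list alone), and Atf3 was at -1.27 (standard error 0.54, adjusted p = 0.208). The list was called in neither comparison (camera, adjusted p = 0.974 and 0.142).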

“Quantity of neutrophils” was predicted to be inhibited in NASH by the induction of expression of genes associated with quantity and recruitment of immune cells. β-Cryptoxanthin was suggested to suppress functions associated with “cell death” and “necrosis” in NASH. It was predicted to suppress the increase in T lymphocytes, activation of macrophages, cytotoxicity and migration of leukocytes, and inflammatory responses in NASH. 

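In CL+CX mice, 10 of the 18 macrophage and monocyte markers were lower than in CL mice and none was higher (14 lower when adjusted over the list alone), with a mean score of 1.00 ± 0.45 relative to NC (SD, n = 5). C1qb fell by 1.47 (standard error 0.31), Cd68 by 1.42 (standard error 0.32), Cd14, the endotoxin coreceptor, by 1.33 (standard error 0.30), Fcgr3 by 1.31 (standard error 0.27), Tyrobp by 1.28 (standard error 0.30) and C1qc by 1.26 (standard error 0.22), at adjusted p of 0.0132 to 0.0341. Csf1r and Cybb, which did not pass, were at -0.79 (standard error 0.21, adjusted p = 0.0539) and -0.82 (standard error 0.25, adjusted p = 0.0918), but 2 other probe sets of Csf1r passed, at -1.05 (adjusted p = 0.0224) and -1.02 (adjusted p = 0.0364). The list's mean change was -1.01 (camera, adjusted p = 2.14e-15, lost at an adjusted p = 0.114 with an estimated correlation). Of the 10 Kupffer cell markers, Adgre1 was lower, at -1.04 (standard error 0.22, adjusted p = 0.0252; 6 lower when adjusted over the list alone), with Vsig4 at -1.07 (standard error 0.34, adjusted p = 0.0976) and a list mean of -0.73 (camera, adjusted p = 0.00013, lost at an adjusted p = 0.286 with an estimated correlation). Among the 7 genes of lipid-associated macrophages, Lpl and Cd9, the latter named after its value was seen, were lower at -0.90 (standard error 0.22) and -0.80 (standard error 0.20; 4 lower when adjusted over the list alone), and the call (camera, adjusted p = 0.000231) was lost at an adjusted p = 0.24 with an estimated correlation. Of 14 chemokines and receptors, Cxcl16 was lower at -0.83 (standard error 0.18; 5 when adjusted over the list alone), and of 9 adhesion genes Cd44 and Vcam1 were lower at -0.92 (standard error 0.23) and -0.94 (standard error 0.24; 4 when adjusted over the list alone). Both lists were called (camera, adjusted p = 0.000683 and 0.000142), and both calls were lost at an adjusted p = 0.135 and 0.12 with an estimated correlation. In the same comparison, 2 of 10 markers of sinusoidal endothelial cells were lower (4 when adjusted over the list alone), Clec4g at -0.83 (standard error 0.19) and Oit3 at -0.97 (standard error 0.21), with a list mean of -0.62 (camera, adjusted p = 3.31e-06, lost at an adjusted p = 0.153 with an estimated correlation). With the β-actin 3′ to 5′ difference as a covariate, chosen after seeing the data, none of the genes named here passed the test, and of the 6 list calls that of adhesion was lost (camera, adjusted p = 0.0663) and the others held. The median change of the macrophage and monocyte markers went from -1.15 to -0.595 with this covariate, and Clec4g and Oit3 were at -0.502 and -0.937. Taking the replicate number as a block, which cannot change sizes in this design, ended the calls of C1qb, Cd68, Tyrobp, Cd44 and Vcam1 (adjusted p = 0.0519 to 0.079).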

The morphology of leukocytes was suggested to be preserved by β-cryptoxanthin. Production of reactive oxygen species was suggested to be increased in NASH and suppressed by β-cryptoxanthin.

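Of 7 measured genes of the NADPH oxidase, the enzyme with which phagocytes make superoxide, 5 rose in CL mice and none fell (5 when adjusted over the list alone). Cyba, which encodes its membrane subunit p22phox, rose by 2.43 (standard error 0.24, adjusted p = 4.81e-05), Cybb, the catalytic subunit, by 2.09 (standard error 0.25, adjusted p = 0.000146) and Ncf1, the cytosolic p47phox, by 1.66 (standard error 0.21, adjusted p = 0.00016). The list's mean was 1.27 (camera, adjusted p = 8.82e-06, and 0.0256 with an estimated correlation). In CL+CX against CL mice, Cyba was lower at -1.28 (standard error 0.24, adjusted p = 0.016) and Ncf1 at -0.79 (standard error 0.21, adjusted p = 0.049), and 4 of the 7 were lower when adjusted over the list alone. Rac2 was at -1.07 (standard error 0.28, adjusted p = 0.0504). The mean of the list was -0.67 (camera, adjusted p = 0.000264, lost at an adjusted p = 0.114 with an estimated correlation), and its score fell from 1.27 ± 0.106 to 0.60 ± 0.272 (SD, n = 5 mice per group; two-sided exact permutation test, p = 0.00794). With the β-actin 3′ to 5′ difference as a covariate, chosen after seeing the data, neither gene passed, with Cyba at -0.92 and Ncf1 at -0.41, and the list's call held. Ncf1 did not pass either with the replicate block (-0.795) or with the signals as deposited (-0.865). Its change did not shrink with the signals as deposited, and the block cannot change sizes in this balanced design.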

**Table 2:** Predicted biological functions altered by high cholesterol diets and β-cryptoxanthin^a^.

Predicted biological functions altered by diet induced-NASH		Predicted biological functions improved by β-cryptoxanthin	
Functions Annotation	Activation State	Functions Annotation	Activation State
*Liver cell death*			
		cell death of liver cells (10 molecules)	↓
		necrosis of liver (14)	↓
*Accumulation, infiltration and activation of immune cells*			
accumulation of cells (33 molecules)	↑		
cell viability of mast cells (6)	↑		
proliferation of T lymphocytes (70)	↑		
quantity of T lymphocytes (69)	↑	quantity of T lymphocytes (27)	↓
		quantity of lymphatic system cells (9)	↓
		lack of T lymphocytes (15)	↑
quantity of neutrophils (30)	↓		
cytotoxicity of leukocytes (19), lymphocytes (16)	↑	cytotoxicity of leukocytes (11), lymphocytes (9)	↓
cytotoxicity of natural killer cells (10)	↑		
activation of cells (99), blood cells (94), macrophages (22)	↑	activation of cells (51), blood cells (48), macrophages (12)	↓
		activation of antigen presenting cells (21), leukocytes (45)	↓
inflammatory response (63)	↑	inflammatory response (31)	↓
phagocytosis (16)	↑		
phagocytosis of blood cells (19), cells (12), myeloid cells (9), phagocytes (7), by macrophages (4)	↑		
engulfment of cells (16)	↑		
engulfment of blood cells (13), myeloid cells (12), phagocytes (11), antigen presenting cells (8)	↑	engulfment of blood cells (6), myeloid cells (5), phagocytes (5), antigen presenting cells (5)	↓
		endocytosis (5)	↓
attachment of myeloid cells (4), phagocytes (4)	↑		
cell movement (109), leukocytes (91), phagocytes (71)	↑	cell movement (54), leukocytes (46), phagocytes (33)	↓
		cell movement of mononuclear leukocytes (18), lymphocytes (16)	↓
chemotaxis of leukocytes (45)	↑		
leukocyte migration (106)	↑	leukocyte migration (52)	↓
migration of cells (108)	↑	migration of cells (53)	↓
		migration of mononuclear leukocytes (15)	↓
		Lymphocyte migration (14)	↓
homing of leukocytes (47)	↑	homing of leukocytes (21)	↓
recruitment of leukocytes (40), phagocytes (31), mononuclear leukocytes (14)	↑		
transmigration of leukocytes (19)	↑		
trafficking of leukocytes (8)	↑		
extravasation of myeloid cells (7)	↑		
		cell spreading of phagocytes (6)	↓
		shape change of phagocytes (7)	↓
morphology of cells (74), leukocytes (61), mononuclear leukocytes (34), leukocytes (31), T lymphocytes (18)	↓	morphology of cells (32), leukocytes (27), mononuclear leukocytes (18), leukocytes (17), T lymphocytes (11)	↑
*Oxidative stress*			
production of reactive oxygen species (19)	↑	production of reactive oxygen species (13)	↓
*Lipid or carbohydrate metabolism*			
concentration of phosphatidic acid (5)	↓		
		quantity of carbohydrate (7)	↑

a The functions and canonical pathways that were most significant to the data set were identified by Ingenuity Pathway Analysis.

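The genes of the nuclear receptors LXRα, Nr1h3, and FXR, Nr1h4, had log2 differences of 0.10 (standard error 0.19, adjusted p = 0.789) and -0.17 (standard error 0.14, adjusted p = 0.48) between CL and NC mice. Their partner Rxra, the retinoid X receptor, fell by 0.41 (standard error 0.12, adjusted p = 0.0307). Rxra did not pass with quantile normalization (-0.314), the signals as deposited (-0.0938) or the β-actin 3′ to 5′ covariate (-0.362). The paper predicted LXRα and FXR activity from target genes, which the transcript levels of Nr1h3 and Nr1h4 do not test. Of 13 measured genes of bile acid synthesis, 3 fell in CL mice and none rose (4 fell when adjusted over the list alone), Cyp8b1, Cyp7b1 by 1.13 (standard error 0.33, adjusted p = 0.0349) and Slc27a5, named after its value was seen, by 0.43 (adjusted p = 0.0233). Cyp7b1 did not pass with the replicate block (-1.13), the signals as deposited (-0.813) or the β-actin 3′ to 5′ covariate (-1.28). Cyp7a1, the rate-limiting enzyme, was at -1.39 (standard error 0.46, adjusted p = 0.0594). The list's mean was -0.50 (camera, adjusted p = 0.0415, lost at an adjusted p = 0.486 with an estimated correlation, with quantile normalization at a mean of -0.35, and with the β-actin 3′ to 5′ covariate, chosen after seeing the data). CL replicate 2 stood at 0.17 for this list and the other 4 CL mice at -0.90 to -0.34. Of 11 genes of bile acid transport and targets of FXR, Abcc3 fell by 0.50 (standard error 0.14; 2 higher and 2 lower when adjusted over the list alone). Abcc3 did not pass with quantile normalization (-0.394), the signals as deposited (-0.185), the replicate block (-0.501) or the covariate (-0.386). The FXR targets Nr0b2, which encodes the repressor SHP, and Abcb11, the bile salt pump, were at 0.88 (standard error 0.30, adjusted p = 0.0709) and 0.56 (standard error 0.18, adjusted p = 0.0577), and the list was not called (camera, adjusted p = 0.329).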

Upstream regulator analysis indicated the activation of nuclear receptors related to cholesterol metabolism along with cholesterol and cholic acid in CL diet-induced NASH (Table 3 (1)). 

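Of 17 measured genes of Toll-like receptor and TNF signalling, 9 rose in CL mice and none fell (10 when adjusted over the list alone). The receptors Tlr2 and Tlr13 rose by 1.89 (standard error 0.27) and 1.53 (standard error 0.28), Cd14 by 1.60 (standard error 0.30) and the feedback inhibitor Tnfaip3 by 1.51 (standard error 0.22), and Relb, an NF-κB subunit below the array median on every NC array, was at least 1.85-fold higher. Tlr4 was at 1.50 (standard error 0.53, adjusted p = 0.0795), and the adaptors Myd88 and Ticam1 at 0.12 (standard error 0.14) and 0.11 (standard error 0.15). The mean of the list was 0.96 (camera, adjusted p = 4.2e-07, and 0.0256 with an estimated correlation). Of 14 interferon-induced genes, 11 rose (12 when adjusted over the list alone), Ifit2 by 2.41 (standard error 0.30), the GTPases Gbp2 and Gbp3 by 2.09 (standard error 0.47) and 1.96 (standard error 0.38) and Ifi27l2a by 1.69 (standard error 0.29). That list's mean was 1.22 (camera, adjusted p = 6.59e-10, lost at an adjusted p = 0.0834 with an estimated correlation). Of 14 listed genes of proliferation 5 were bright enough to test, and 2 rose (4 when adjusted over the list alone), the cyclin gene Ccnd1 by 1.26 (standard error 0.33) and the replication factor Mcm5 at least 1.69-fold (camera, adjusted p = 0.00193, and 0.0424 with an estimated correlation). Of 11 listed markers of classically activated M1 macrophages 5 were bright enough, and 4 rose (4 when adjusted over the list alone), among them the costimulator Cd86 by 1.05 (standard error 0.33) and the integrin gene Itgax by 1.87 (standard error 0.43; camera, adjusted p = 0.000582, and 0.0435 with an estimated correlation). Il1b and Il1a, the interleukin-1 genes, were at 0.80 (standard error 0.58, adjusted p = 0.407) and 0.18 (standard error 0.34, adjusted p = 0.777). Ifng, Ifnb1, Tnf, Csf2 and Il5 were too dim to enter the test and are not called in either direction. The paper predicted the activity of such regulators from their target genes, so the regulators' own transcript levels do not test those predictions. Among further genes named as regulators, Spi1, the myeloid transcription factor PU.1, rose by 1.57 (standard error 0.21), the kinase gene Plk2 by 1.04 (standard error 0.21) and Tnfaip2 by 0.89 (standard error 0.27), while Myc, Irf3, Map3k7, Tbk1, Dock8, Arhgap21 and Sash1 did not pass the test, at -0.24 to 0.53, but another probe set of Tbk1 did, at 0.42 (adjusted p = 0.0457).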

Cytokines and molecules associated with immune response, inflammation, and proliferation were predicted to be activated in NASH. Among upstream regulators predicted to be inhibited in NASH, apolipoprotein E (*Apoe*), SREBF chaperone (*Scap*), and paraoxonase 1 (*Pon1*) are associated with cholesterol metabolism (Table 3 (2)). 

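Scap, which escorts the SREBP transcription factors to their activation, fell in CL mice by 0.72 (standard error 0.13, adjusted p = 0.0028). Apoe, the apolipoprotein that clears remnant lipoproteins, was at -0.27 (standard error 0.13, adjusted p = 0.204) and Pon1, an antioxidant enzyme of high-density lipoprotein, at -0.38 (standard error 0.14, adjusted p = 0.101), so neither passed the test. In CL+CX against CL mice, Scap was at 0.19 (standard error 0.13, adjusted p = 0.453), Apoe at -0.01 (standard error 0.13, adjusted p = 0.986) and Pon1 at -0.06 (standard error 0.14, adjusted p = 0.86). Transcript levels of these and of the regulators below do not test the activity that the paper predicted from target genes.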

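Hnf4a, a transcription factor of hepatocyte identity, fell in CL mice by 0.56 (standard error 0.15, adjusted p = 0.0224), while the copper transporter gene Atp7b, the chromatin gene Smarcb1 and Nr3c1, the glucocorticoid receptor, were at -0.15, 0.06 and -0.10 (adjusted p = 0.581, 0.786 and 0.648), with 1 of the 4 other probe sets of Nr3c1 past the test at -0.64 (adjusted p = 0.0468). Of 13 hepatocyte genes, 3 fell in CL mice (4 when adjusted over the list alone), Hnf4a, the amino acid catabolic gene Tat by 1.07 (standard error 0.25) and Apob by 0.42 (standard error 0.10), and none passed the test with β-cryptoxanthin, alone or over all genes, apart from another probe set of Apob, higher by 1.07 (adjusted p = 0.0224); the call in CL mice (mean -0.37, camera, adjusted p = 0.001) was lost at an adjusted p = 0.333 with an estimated correlation and with quantile normalization (mean -0.13), where Apob and Hnf4a, then at -0.14 and -0.36, did not pass either, nor did they or Tat with the signals as deposited. Between CL+CX and CL mice, the gene of Spi1 was at -0.75 (standard error 0.21, adjusted p = 0.0608), Irf8 at -0.43 (standard error 0.25, adjusted p = 0.354), Myd88 at -0.04 (standard error 0.14) and Ticam1 at 0.38 (standard error 0.15, adjusted p = 0.165), and Tnf was too dim to enter the test. The target genes below are those the study lists for each regulator and were chosen on these mice, so their direction is not independent evidence. Of 9 measured targets of TNF, Cd44, Ncf1 and Vcam1 were lower and Ppara and Rxra higher with β-cryptoxanthin (2 higher and 6 lower when adjusted over the list alone), Rxra by 0.54 (standard error 0.12). Of 6 targets of SPI1, Adgre1, Cd14, Lyz1 and Lyz2 were lower (6 when adjusted over the list alone). Among 9 targets of TICAM1 or MYD88, Cd14, Vcam1 and the myeloid receptor Pilra, at -0.96 (standard error 0.21), were lower and Slc7a2 was higher (1 higher and 8 lower when adjusted over the list alone). Of 5 targets of IRF8, Adgre1, Cxcl16 and the scavenger receptor Msr1, at -1.05 (standard error 0.21), were lower and Cebpa was higher by 0.83 (standard error 0.11; 1 and 4 when adjusted over the list alone). The means of these lists were -0.37, -1.09, -0.67 and -0.57 (camera, adjusted p = 0.0492, 4.32e-07, 3.59e-05 and 0.0117), and each call was lost, at an adjusted p of 0.29, 0.114, 0.114 and 0.12 with an estimated correlation. With the β-actin 3′ to 5′ covariate, chosen after seeing the data, the calls of the TNF and IRF8 targets were also lost (means -0.20 and -0.33), and that of the TNF targets with the replicate block, the robust prior and the mean of all probe sets. In CL against NC mice, all members of the 4 lists had passed the test, and 3 of the 4 calls held at an adjusted p of 0.0256 to 0.0289 with an estimated correlation, that of the TNF targets being lost at 0.0834. Of 17 genes of Toll-like receptor and TNF signalling, a list not drawn from the study, Cd14 alone was lower with β-cryptoxanthin (3 when adjusted over the list alone; camera, adjusted p = 0.0117, lost at an adjusted p = 0.237 with an estimated correlation and with the covariate, where the mean went from -0.41 to -0.21).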

Other regulators related to proliferation and homeostasis were predicted to be inhibited in NASH (Table 3 (2)). β-Cryptoxanthin is predicted to inhibit the proinflammatory cytokine TNF (TNFα) and four other molecules associated with inflammation (Table 4).

**Table 3:** Upstream regulators predicted to be activated (a) or inhibited (b) in NASH^a^.

Molecule Type	Upstream Regulator
**(1)**	
chemical - endogenous	cholesterol (32 target molecules in dataset), cholic acid (14)
ligand-dependent nuclear receptor	Nr1h3 (16), Nr1h4 (14)
cytokine	Ifng (49), Ifnb1(25), Tnf (23), Il1b (20), Csf2 (12), Il5 (19), Il1a (4)
transcription regulator	Stat1 (16), Myc (19), Irf3 (6), Spi1 (7)
transmembrane receptor	Tlr4 (27)
peptidase	Plau (9)
enzyme	Cd38 (25)
kinase	Plk4 (8), Plk2 (8), Map3k7 (8), Tbk1 (10)
other	Myd88 (23), Ticam1 (19), Dock8 (13), Samsn1 (15), Arhgap21 (9), Sash1 (12), Tnfaip2 (4)
**(2)**	
transporter	Apoe (15 target molecules in dataset), Atp7b (12)
transcription regulator	Hnf4A (23), Smarcb1 (15)
phosphatase	Pon1 (4)
ligand-dependent nuclear receptor	Nr3C1 (15)
other	Scap (19), Socs1 (11)

a The functions and canonical pathways that were most significant to the data set were identified by Ingenuity Pathway Analysis.

**Table 4:** Upstream regulators predicted to be inhibited by β-cryptoxanthin in NASH^a^.

Upstream Regulator	Molecule Type	Activation z-score	p-value of overlap	Target molecules in dataset
Tnf	cytokine	−2.905	2.90E-04	Ccl4, Ccr5, Cd44, Gls, Hmox1, Ncf1, Ncf2, Ppara, Ppargc1a, Rxra, Tnfaip3, Vcam1
Spi1	transcription regulator	−2.219	3.75E-03	Cd14, Csf1r, Cybb, Emr1, Lyz1/Lyz2
Ticam1	other	−2.079	1.26E-02	Ccl4, Cd38, Cmpk2, Ifi204 (includes others), Pilra, Slc7a2, Tnfaip3, Vcam1
Myd88	other	−2.157	1.77E-02	Ccl4, Cd14, Cd38, Cmpk2,Inpp5d, Pilra, Slc7a2, Tnfaip3, Vcam1
Irf8	transcription regulator	−2.236	1.83E-02	Cebpa, Csf1r, Cxcl16, Emr1, Msr1

a The functions and canonical pathways that were most significant to the data set were identified by Ingenuity Pathway Analysis.

Table 5 shows the five canonical pathways that were most significant to the genes whose expression levels were altered by NASH or the genes whose expression levels were improved by β-cryptoxanthin. These top five canonical pathways, except for the “antigen presentation pathway” associated with macrophages, were associated with cholesterol synthesis or metabolism in the genes differentially expressed between control and NASH (Table 5 (1)). 

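Of 5 measured genes of SREBP2-driven uptake and feedback, 3 fell in CL mice and none rose (3 when adjusted over the list alone), Insig1, which retains SREBP in the endoplasmic reticulum, by 0.87 (standard error 0.23), Stard4, a cholesterol transporter, by 0.84 (standard error 0.24) and Scap. The list's call (mean -0.54, camera, adjusted p = 0.0299) was lost at an adjusted p = 0.0942 with an estimated correlation and with quantile normalization, at a mean of -0.46. Srebf2 itself was at -0.32 (standard error 0.21, adjusted p = 0.354), and another of its probe sets passed at -0.74 (adjusted p = 0.0105). Of 8 targets of the thyroid hormone receptor and RXR, 4 fell and none rose (5 when adjusted over the list alone), the malic enzyme gene Me1 by 1.35 (standard error 0.17), the transcription factor Klf9 by 0.63 (standard error 0.12), Ppargc1a and Rxra, whose call was lost under the alternatives given above, while Thrsp was at 1.15 (standard error 0.53, adjusted p = 0.177) and the deiodinase Dio1 at -0.69 (standard error 0.25, adjusted p = 0.0895). This list was called (mean -0.51, camera, adjusted p = 0.0018, and 0.033 with an estimated correlation). Of 10 measured xenobiotic cytochrome P450 genes none passed the test, alone or over all genes, in either comparison, with Cyp2c37 at -0.63 (standard error 0.23, adjusted p = 0.083) in CL mice (camera, adjusted p = 0.156 and, with β-cryptoxanthin, 0.733). In antigen processing for MHC class I, 3 of 10 genes rose in CL mice and none fell (6 when adjusted over the list alone), the immunoproteasome subunits Psmb9 by 1.95 (standard error 0.33), Psmb8 by 1.57 (standard error 0.30) and Psmb10 by 1.05 (standard error 0.30). The peptide transporter Tap1 was at 0.99 (standard error 0.34, adjusted p = 0.0719), and the list's call (camera, adjusted p = 0.00024) was lost at an adjusted p = 0.202 with an estimated correlation.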

Pathways associated with macrophages, natural killer cells, and cytotoxic T cells were indicated as the most significant canonical pathways for genes whose expression levels were altered by β-cryptoxanthin, leading to levels closer to the control levels (Table 5 (2)).

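Of the 17 phagocytosis genes, 4 were lower in CL+CX than in CL mice and none was higher (12 lower when adjusted over the list alone). These were the Fcγ receptors Fcgr3 and Fcgr1, the latter at -1.25 (standard error 0.24, adjusted p = 0.0195), Msr1, and the kinase gene Syk, named after its value was seen, at -0.68 (standard error 0.16). The β-actin 3′ to 5′ covariate, chosen after seeing the data, ended the calls of Fcgr3, Fcgr1 and Msr1. They were then at -0.624, -0.566 and -0.926 (adjusted p = 0.911, 0.911 and 0.811). The other Fcγ receptors did not pass the test, with Fcgr4 at -1.15 (standard error 0.31, adjusted p = 0.058) and Fcgr2b at -0.87 (standard error 0.24, adjusted p = 0.0596), but another probe set of Fcgr2b did, at -0.88 (adjusted p = 0.0284). The list's mean was -0.71 (camera, adjusted p = 4.08e-10, lost at an adjusted p = 0.114 with an estimated correlation). None of the 4 natural killer and cytotoxic genes passed the test over all genes (2 lower when adjusted over the list alone), with Cd48 at -1.67 (standard error 0.61, adjusted p = 0.138), Klrk1 at -0.92 (standard error 0.31, adjusted p = 0.117) and Klrd1 at -1.06 (standard error 0.51, adjusted p = 0.259). This list was called (mean -1.06, camera, adjusted p = 0.0117) and the call was lost at an adjusted p = 0.132 with an estimated correlation and with no filter, at a mean of -0.39. Of the 8 thyroid hormone receptor and RXR targets, Klf9 and Rxra were higher with β-cryptoxanthin, Klf9 by 0.56 (standard error 0.12; 3 higher when adjusted over the list alone), and Thrsp was at 1.66 (standard error 0.53, adjusted p = 0.0992). That list's mean was 0.39 (camera, adjusted p = 0.0174, lost at an adjusted p = 0.132 with an estimated correlation).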

**Table 5:** Top 5 canonical pathways of hepatic genes that were significantly altered by NASH (1) and improved by β-cryptoxanthin (2)^a^.

Ingenuity Canonical Pathways	p-value	Ratio
**(1)**		
LXR/RXR Activation	5.36E-07	28/113 (0.248)
LPS/IL-1 Mediated Inhibition of RXR Function	7.50E-07	40/193 (0.207)
Superpathway of Cholesterol Biosynthesis	7.81E-07	12/32 (0.375)
Antigen Presentation Pathway	1.61E-05	11/28 (0.393)
TR/RXR Activation	2.14E-05	20/79 (0.253)
**(2)**		
Fcγ Receptor-mediated Phagocytosis in Macrophages and Monocytes	7.54E-06	13/92 (0.141)
Natural Killer Cell Signaling	3.06E-05	12/92 (0.13)
CTLA4 Signaling in Cytotoxic T Lymphocytes	3.35E-05	11/79 (0.139)
TR/RXR Activation	3.79E-05	11/79 (0.139)
Production of Nitric Oxide and Reactive Oxygen Species in Macrophages	7.97E-05	16/166 (0.096)

a The functions and canonical pathways that were most significant to the data set were identified by Ingenuity Pathway Analysis.

### β-Cryptoxanthin suppressed gene expression associated with inflammation induced in NASH

In our previous study, the fibrous DNA microarray efficiently detected the specific gene expression associated with lipid metabolism and inflammation with a high sensitivity [18], [20], [23]. To understand the effect of β-cryptoxanthin on the alteration of specific gene expression associated with cholesterol and other lipid metabolism, inflammation, and fibrosis, we then synthesized DNA oligonucleotide probes and prepared the fibrous DNA microarray carrying 174 genes (Table S3). The customized DNA microarray analysis showed that among the 24 genes significantly up- or downregulated by NASH, β-cryptoxanthin significantly suppressed 15 genes related to macrophages and other lymphocytes, and oxidative stress (Figure 4, Figure S1 and S2). Genes associated with MHC class II antigen presentation, *Cd74*, *H2-Aa*, *H2-Ab1*, and *H2-Eb1*, were strongly upregulated in NASH and downregulated by β-cryptoxanthin. β-Cryptoxanthin significantly suppressed the expression of the M2 macrophage markers *Cd206* in NASH. It also suppressed the expression of a constituent of the T cell receptor, *Fcer1g*. The expression of the TNFα-inducible genes *Cyba*, *Fcgr2b*, *Ifngr1*, and *Vcam1* was suppressed by β-cryptoxanthin in NASH. The expression of genes associated with cholesterol metabolism, including *Abca1*, *Ancg5*, and *Scd*, was significantly induced in NASH but not suppressed by β-cryptoxanthin (Figure S1).

**Figure 4:**
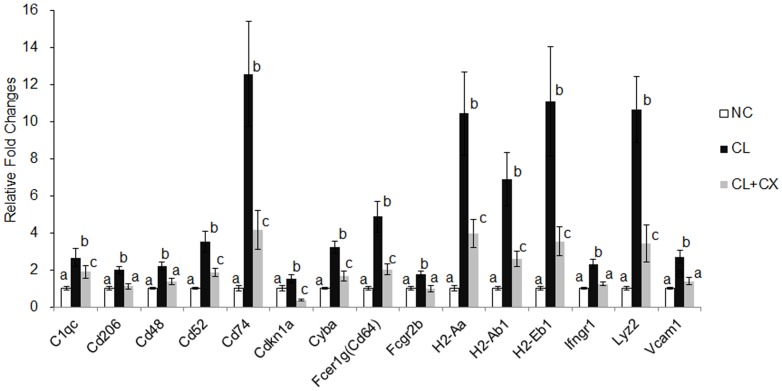
Hepatic gene expression levels significantly suppressed by β-cryptoxanthin in NASH. C57BL/6J mice were fed a standard chow (NC), a CL diet (CL), or a CL diet containing 0.003% β-cryptoxanthin (CL+CX) for 12 weeks. Hepatic gene expression was determined using a DNA microarray (Genopal, Mitsubishi Rayon). The degree of change (fold) was calculated compared with the livers of the control mice (NC). Data are expressed as the arithmetic mean ± SEM of 5 mice in each group. Different superscripts indicate significant differences (p<0.05) between the groups.

### β-Cryptoxanthin suppressed the expression of T cell markers in NASH

The results of Ingenuity Pathway Analysis suggested that β-cryptoxanthin suppressed the increase in T lymphocytes in NASH. 

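The 4 T cell markers bright enough to test did not pass it between CL+CX and CL mice, alone or over all genes. Lat was at -1.24 (standard error 0.52, adjusted p = 0.196), Cd3g at -0.50 (standard error 0.31, adjusted p = 0.403), Icos at 0.16 (standard error 0.22, adjusted p = 0.743) and Zap70 at 0.53 (standard error 0.38, adjusted p = 0.48). The list's score was 0.76 ± 0.208 in CL mice and 0.50 ± 0.405 in CL+CX mice relative to NC (SD, n = 5; two-sided exact permutation test, p = 0.222), and the list was not called (camera, adjusted p = 0.598). None of the B cell and dendritic cell markers passed the test, alone or over all genes (camera, adjusted p = 0.584 and 0.413).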

The customized DNA microarray analysis indicated that the expression of T cell receptor was induced in NASH and suppressed by β-cryptoxanthin. We accordingly evaluated the expression of the cell surface antigens CD3, CD4, and CD8 by RT-PCR as markers of T cells, T helper cells, and cytotoxic T cells, respectively. The expression levels of CD3, CD4, and CD8 increased in CL diet-induced NASH (Figure 5). β-Cryptoxanthin significantly suppressed the CL diet-induced expression of CD3, CD4, and CD8 in the livers (Figure 5). Both helper and cytotoxic T cells were increased in NASH, and the increase was suppressed by β-cryptoxanthin. Thus, β-cryptoxanthin suppresses not only the accumulation of macrophages but also that of helper and cytotoxic T cells.

**Figure 5:**
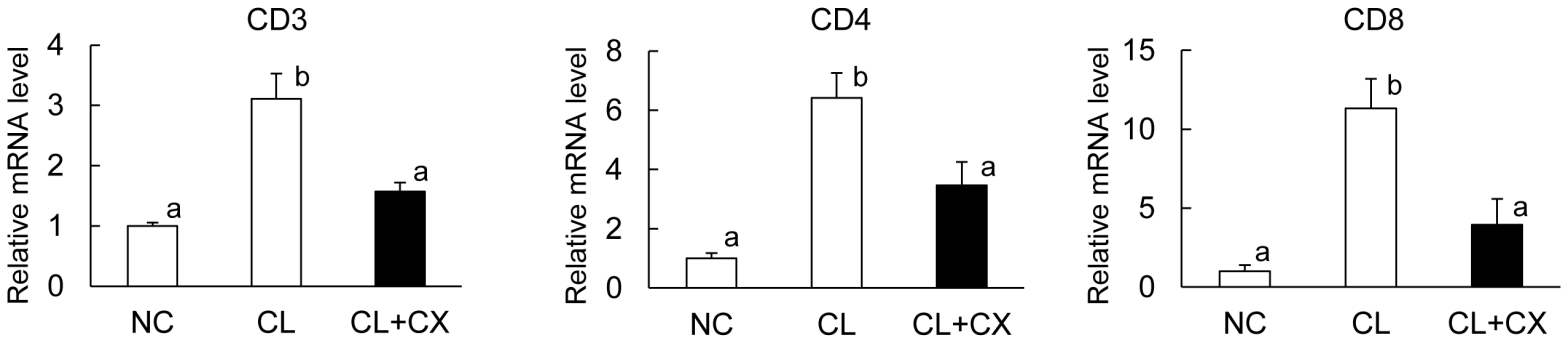
β-Cryptoxanthin reduced T cell accumulation. C57BL/6J mice were fed a standard chow (NC), a CL diet (CL), or a CL diet containing 0.003% β-cryptoxanthin (CL+CX) for 12 weeks. Hepatic expression levels of the T cell markers CD3, CD4, and CD8 were determined by quantitative RT-PCR analysis. Data are expressed as the arithmetic mean ± SEM (*n* = 4 (NC) or n = 5 (CL and CL+CX)). Different superscripts indicate significant differences (p<0.05) between the groups.

## Discussion

In the present study, we confirmed that the CL diet caused lipid accumulation mainly in the liver without affecting total body weight and food intake [14]. Importantly, β-cryptoxanthin reduced liver TG and TC levels without affecting either total body weight or caloric intake. This finding indicated that the effect of β-cryptoxanthin was not secondary to the reduction of caloric intake or body weight. β-Cryptoxanthin was shown to alleviate CL diet-induced steatosis, inflammation, and fibrosis in NASH in mice.

Comprehensive gene expression analysis showed that excessive intake of cholesterol, cholic acid, triglycerides, and fatty acids altered the expression of genes associated with cholesterol and other lipid metabolism in the liver. Cholesterol, cholic acid, the liver X receptor-α (LXR-α (*Nr1h3*)), which is activated by excess cholesterol and facilitates the transport of cholesterol out of cells [24], and the farnesoid X receptor-α (FXR-α (*Nr1h4*)), which is activated by excess cholic acid [25], were predicted to be activated upstream regulators. The regulators of cholesterol apolipoprotein E paeaoxonase 1, and SREBF chaperone were predicted to be inhibited upstream regulators. Most of the genes involved in “LXR/RXR activation” associated with cholesterol metabolism were upregulated and genes involved in the “superpathway of cholesterol biosynthesis” were downregulated in NASH. These results indicate that excess intake of cholesterol increased metabolism and suppressed synthesis. β-Cryptoxanthin partly suppressed the alteration of gene expression associated with cholesterol and other lipid metabolism. 

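Of 16 measured genes of cholesterol synthesis, 11 fell in CL mice and none rose (14 fell when adjusted over the list alone), and the list's score was -0.80 ± 0.0973 (log2 relative to NC, SD, n = 5). Msmo1 and Cyp51, which remove methyl groups from lanosterol, fell by 1.53 (standard error 0.32, adjusted p = 0.00693) and 1.15 (standard error 0.20, adjusted p = 0.0021), and Fdps and Idi1, of the isoprenoid steps, by 1.21 (standard error 0.23, adjusted p = 0.00346) and 1.02 (standard error 0.26, adjusted p = 0.0196). Hsd17b7, Fdft1, the squalene synthase, and Dhcr7, of the last step, fell by 1.04 (standard error 0.16), 1.03 (standard error 0.17) and 0.81 (standard error 0.21). The list was called by camera (adjusted p = 2.72e-08, and 0.0256 with an estimated correlation). Of 13 LXR targets, 7 rose and none fell (7 when adjusted over the list alone), with a score of 0.61 ± 0.108 (SD, n = 5). Lpl, lipoprotein lipase, rose by 2.21 (standard error 0.22, adjusted p = 4.83e-05), the phospholipid transfer protein gene Pltp by 1.40 (standard error 0.19, adjusted p = 0.000343) and Abcg1, a cholesterol exporter, by 1.15 (standard error 0.15, adjusted p = 0.000282). Abcg5 and Abcg8, which move sterols into bile, rose by 0.99 (standard error 0.16) and 0.55 (standard error 0.16), Srebf1, the master gene of fatty acid synthesis, by 0.83 (standard error 0.19) and Scd1, the stearoyl-CoA desaturase, by 0.51 (standard error 0.14). Abca1 was at 0.13 (standard error 0.12, adjusted p = 0.531), and its other probe sets were at 0.01 and -0.24. The LXR list was called (camera, adjusted p = 8.57e-06, and 0.0289 with an estimated correlation).

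**Figure D4:**
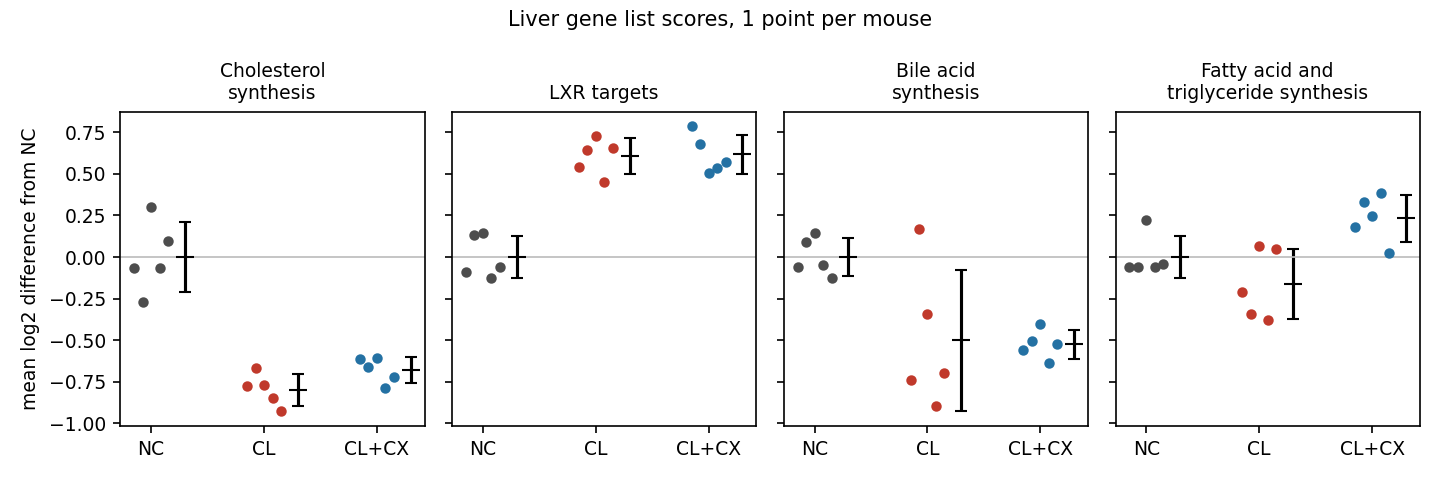
Mean log2 difference from NC (vertical axis) over the genes of 4 lists by diet; points are mice, and bars are the mean ± SD of 5 mice. Cholesterol synthesis averages -0.80 in CL mice and -0.68 in CL+CX mice, LXR targets 0.61 and 0.62, bile acid synthesis -0.50 and -0.53, and fatty acid and triglyceride synthesis -0.16 and 0.23.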

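In CL+CX mice, Fdft1 was the 1 gene of 16 in cholesterol synthesis that differed from CL, higher by 0.69 (standard error 0.17, adjusted p = 0.0411; 1 when adjusted over the list alone). It did not pass with quantile normalization (0.656) or the signals as deposited (0.619), where its size changed little. It also did not pass with the replicate block (0.689), which leaves sizes as they were. Nor did it pass with the β-actin 3′ to 5′ covariate (0.397), chosen after seeing the data. Its other probe set, at 0.43 (adjusted p = 0.208), did not pass either. Msmo1, Cyp51, Fdps and Dhcr7 had differences of 0.01, -0.25, -0.24 and 0.50, and the list was not called (camera, adjusted p = 0.408). This list's score lay 15.1% closer to NC than in CL mice (exact permutation test, p = 0.0714), and that of the 5 SREBP2 feedback genes 27.2% (p = 0.135 in the same exact test), none of which passed the test, alone or over all genes (camera, adjusted p = 0.555). For the 13 LXR targets the share was -1.95% (exact permutation test, p = 0.881). Abcg8 was higher by 0.77 with β-cryptoxanthin (standard error 0.16, adjusted p = 0.0227) and Lpl lower (4 higher and 1 lower when adjusted over the list alone), with Abcg5 at 0.56 (standard error 0.16, adjusted p = 0.0721) and Srebf1 at 0.74 (standard error 0.19, adjusted p = 0.0509), and the list was not called (camera, adjusted p = 0.789). None of the 13 bile acid synthesis genes and none of the 11 bile acid transport genes passed the test, alone or over all genes, with Cyp8b1 at -1.06 (standard error 0.58, adjusted p = 0.338; camera, adjusted p = 0.767 and 0.108). Of 18 genes of fatty acid and triglyceride synthesis, Acaca, the rate-limiting acetyl-CoA carboxylase, rose by 0.72 with β-cryptoxanthin (standard error 0.18, adjusted p = 0.0401; 6 higher when adjusted over the list alone), while Fasn, the fatty acid synthase, was at 0.74 (standard error 0.31, adjusted p = 0.2). Acaca did not pass with the replicate block (0.719), the signals as deposited (0.649) or the covariate (0.412). This list's mean was 0.40 (camera, adjusted p = 0.000189, lost at an adjusted p = 0.135 with an estimated correlation). In CL against NC mice, Srebf1 and Scd1 of this list had risen, and Acacb, at -1.31 (standard error 0.26), Me1 and Acss2, the latter named after its value was seen, had fallen (2 higher and 5 lower when adjusted over the list alone; camera, adjusted p = 0.156).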

Oxidative stress is suggested to induce fat accumulation directly or indirectly through the exacerbation of insulin resistance [26]–[28]. Because β-cryptoxanthin reduced increased levels of the oxidative stress marker TBARS in NASH, it possibly suppressed fat accumulation by reducing oxidative stress in the liver.

Innate immune systems play a crucial role in NASH development [29]. Toll-like receptors (Tlrs), which are present on hepatocytes, Kupffer cells, and all other resident cells in the liver, are activated by saturated fatty acids or gut-derived endotoxins (LPS) and induced the expression of proinflammatory mediators in NASH. Excess fat induces hepatocyte c-jun N-terminal kinase and IκB kinase activation, which can induce hepatic insulin resistance, inflammatory cytokine expression, or cell death in the liver. The cytokines and chemokines further induce cell death, stimulate the production of reactive oxygen species, and recruit leukocytes from circulation [29]. Activation of Kupffer cells induces the production of Fas ligand and cytokines, such as TNFα, IL-1β and IL-6, inflammatory cell infiltrations, and subsequent liver injury and inflammation [29], [30]. Tosello-Trampont *et al.* reported that an increase in TNFα-producing Kupffer cells was crucial for triggering NASH via monocyte recruitment [30]. The adipocytokines TNFα and IL-6 derived from adipose tissues are strongly suggested to promote insulin resistance and inflammation in the liver [31]. β-Cryptoxanthin suppressed the accumulation of Kupffer cells in the livers of mice fed the CL diet. Comprehensive gene expression analysis suggested that whereas Tlr4, cytokines including TNFα, and some molecules regulated by LPS and/or TNFα were activated upstream regulators in NASH, TNFα and four other molecules regulated by LPS and/or TNFα were inhibited by β-cryptoxanthin. Moreover, β-Cryptoxanthin was suggested to reduce the quantity of T cells, activation of macrophages, and infiltration of leukocytes. Pathways associated with macrophages, monocytes, natural killer (NK) cells, and cytotoxic T cells were the most significant canonical pathways improved by β-cryptoxanthin. Thus, in addition to suppressing the accumulation of Kupffer cells, β-cryptoxanthin was suggested to suppress the signaling of TNFα and LPS, and activation and infiltration of macrophages, T cells, and NK cells. Oxidative stress is well recognized as a second hit to promote inflammation from steatosis. β-Cryptoxanthin probably suppresses both lipid accumulation and peroxidation as a potent antioxidant, thereby attenuating lipotoxicity-induced inflammation in NASH.

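All 7 measured genes of MHC class II antigen presentation rose in CL mice (7 when adjusted over the list alone). Cd74, the invariant chain, was 7.16-fold higher than in NC mice (log2 2.84, standard error 0.32, adjusted p = 8.38e-05), and the chains H2-Eb1, H2-Ab1 and H2-Aa rose by 2.76 (standard error 0.27), 2.53 (standard error 0.26) and 2.23 (standard error 0.24). H2-DMa, which loads peptides, rose by 1.95 (standard error 0.36). The list's mean was 2.09 (camera, adjusted p = 7.73e-11, and 0.0256 with an estimated correlation). In CL+CX against CL mice, H2-Ab1 was lower at -1.16 (standard error 0.26, adjusted p = 0.0294) and H2-Eb1 at -1.19 (standard error 0.27, adjusted p = 0.0294), and 6 of the 7 were lower when adjusted over the list alone. H2-Ab1 and H2-Eb1 did not pass with the β-actin 3′ to 5′ covariate, at -0.744 and -0.696 (adjusted p = 0.911 for each). Cd74 was at -1.11 (standard error 0.32, adjusted p = 0.07), H2-Aa at -0.89 (standard error 0.24, adjusted p = 0.052; another of its probe sets passed at -1.45, adjusted p = 0.0469) and H2-DMa at -0.98 (standard error 0.36, adjusted p = 0.146). The mean change was -0.89 (camera, adjusted p = 2.18e-05, lost at an adjusted p = 0.12 with an estimated correlation). None of the 10 genes of MHC class I and antigen processing passed the test with β-cryptoxanthin, alone or over all genes, and Psmb8 and Psmb9 were at -0.14 and 0.01 (camera, adjusted p = 0.837). The interferon-induced gene Ifi27l2a was lower at -1.14 (standard error 0.29), as 1 of 14 in its list (2 when adjusted over the list alone; camera, adjusted p = 0.0362, lost at an adjusted p = 0.645 with an estimated correlation, with quantile normalization and with the β-actin 3′ to 5′ covariate, chosen after seeing the data, where the mean went from -0.30 to -0.05), and Gbp2 and Gbp3 were at -0.10 and 0.21.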

Comprehensive gene expression analysis suggested that antigen presentation and the following T cell activation were induced in NASH. Gene expression analysis using the customized fibrous DNA microarray confirmed that MHC-II antigens expressed on macrophages and other dendritic cells were strongly induced in NASH and significantly suppressed by β-cryptoxanthin to control levels. β-Cryptoxanthin suppressed the expression of the T cell receptor, which recognizes antigens bound to MHC-II molecules in NASH. CD4-positive T helper cells bind to MHC-II-positive cells, and CD8-positive cytotoxic T cells bind to MHC-I-positive cells. RT-PCR analysis showed that the expression of both T cell markers CD4 and CD8 was induced in NASH and reduced by β-cryptoxanthin. We also found that β-cryptoxanthin suppressed the CL diet-induced expression of the marker of M2 macrophages using the customized fibrous DNA microarray but not the comprehensive DNA microarray. 

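Of 10 listed markers of alternatively activated M2 macrophages 3 were bright enough to test, and none passed in either comparison over all genes (1 lower with β-cryptoxanthin when adjusted over the list alone). Mrc1, which encodes CD206, had a log2 difference of 0.62 in CL mice (standard error 0.23, adjusted p = 0.102) and of -0.88 in CL+CX against CL mice (standard error 0.23, adjusted p = 0.0519). Cd163, a hemoglobin scavenger receptor, was at -0.81 (standard error 0.62, adjusted p = 0.427) and -0.38 (standard error 0.62, adjusted p = 0.792). The list was called in neither comparison (camera, adjusted p = 0.974 and 0.158, the latter 0.00415 to 0.486 over the alternatives, called lower with no filter and without CL replicate 1). Of the 5 M1 markers none passed the test with β-cryptoxanthin, alone or over all genes (camera, adjusted p = 0.211), with Itgax at -0.66 (standard error 0.43, adjusted p = 0.438), Cxcl9 at -0.27 (standard error 0.60, adjusted p = 0.851) and Il1b at -1.42 (standard error 0.58, adjusted p = 0.188).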

Although M2 Kupffer cells were suggested to protect NAFLD by inducing M1 Kupffer cell apoptosis [32], β-cryptoxanthin suppressed the increase in both classical M1 and alternative M2 macrophages. β-Cryptoxanthin suppressed TNFα-inducible gene expression increased in NASH. The TNFα-inducible genes *Ifngr1*, and *Vcam1* have been reported to increase fibrosis in the liver [33]–[35]. Among genes whose expression levels were significantly reduced by β-cryptoxanthin in NASH, *Cd48* was reported to be upregulated in the livers of patients with NASH [36].

Mitochondrial free cholesterol accumulation was reported to sensitize hepatocytes to TNFα and Fas by inducing mitochondrial glutathione depletion [37]. The high-fat component of the CL diet was shown to accelerate oxidative stress induced by a high-cholesterol diet in the livers of CL57BL/6J mice [14]. Fat accumulation causes hepatocellular injury probably by increasing lipid peroxidation and metabolites of fatty acids [38]. Our results suggested that consumption of β-cryptoxanthin improved gene expression associated with “cell death and survival” and “free radical scavenging,” in particular, suppressing hepatic cell death and reducing the production of reactive oxygen species induced by the CL diet. β-Cryptoxanthin is likely to suppress oxidative stress and liver injury by scavenging reactive oxygen species and/or reducing their production. We previously reported that β-cryptoxanthin was highly accumulated in the liver of rats fed a diet containing the Satsuma mandarin extract for 8 weeks [39]. β-Cryptoxanthin probably accumulated in the liver and directly reduced the increased level of the oxidative stress marker TBARS in NASH.

This study includes the results of one-way ANOVA with unequal small sample sizes (n_1_ = 4, n_2_ = 5, and n_3_ = 5; Table 1 and Fig. 5). ANOVA is a parametric test under preconditions such as normality and homogeneity of variance, however, it is robust against the preconditions as long as all sample sizes are equal or nearly equal [40]. Nevertheless, we performed Welch's ANOVA followed by Tukey's post hoc test. Welch's ANOVA performs rather well when population variances are unequal [40]. Furthermore, we confirmed that significant differences (p<0.05) between treatments (Table 1 and Fig. 5) determined by Welch's ANOVA followed by Tukey's post hoc test were identical to those determined by the bootstrap and permutation-based multiple comparisons using the MULTTEST procedure (SAS Institute Japan Ltd., Tokyo), specifically designed for handling non-normal data [41]. The resource equation method for sample size determination is useful for small and complex biological experiments that involve several treatment groups for which the results are to be analyzed using ANOVA [42]. The experiment should be of an appropriate size if the error degrees of freedom (DF) in an ANOVA are somewhere between 10 and 20 [42]. In Table 1 and Fig. 5, DF = 11 for the error term in one-way ANOVA. Thus we confirmed the reliability of the results of statistical analysis in Table 1 and Fig. 5.

## Conclusions

Intake of the dietary xanthophyll β-cryptoxanthin reduced NASH development induced by a CL diet in mice. Gene expression analysis showed that although β-cryptoxanthin histochemically reduced steatosis, it was more effective in inhibiting inflammatory gene expression change in NASH. In fact, β-Cryptoxanthin reduced the induction of markers of macrophages, T helper cells, and cytotoxic T cells. The expression of LPS-inducible and/or TNFα-inducible genes was suppressed by β-cryptoxanthin, probably via the inhibition of macrophage activation. Thus, β-cryptoxanthin suppresses inflammation and subsequent fibrosis primarily by suppressing the increase and activation of macrophages and other immune cells. Reduction of oxidative stress is likely to be a major mechanism of suppression of inflammation and injury in the livers of mice with NASH. Our results provide an important clue to elucidate the molecular mechanism of alleviation effect of β-cryptoxanthin on CL diet-induced NASH.

## Supporting Information

Figure S1 **Hepatic gene expressions significantly altered in NASH.** C57BL/6J mice were fed a standard chow (NC), a CL diet (CL), or a CL diet containing 0.003% β-cryptoxanthin (CL+CX) for 12 weeks. Hepatic gene expression was determined using a DNA microarray (Genopal, Mitsubishi Rayon). The degree of change (fold) was calculated compared with the livers of the control mice (NC). Data are expressed as the arithmetic mean ± SEM of 5 mice in each group. Different superscripts indicate significant differences (p<0.05) between the three groups.
(TIF) Click here for additional data file.

Figure S2 **Hepatic gene expressions did not significantly alter in NASH.** C57BL/6J mice were fed a standard chow (NC), a CL diet (CL), or a CL diet containing 0.003% β-cryptoxanthin (CL+CX) for 12 weeks. Hepatic gene expression was determined using a DNA microarray (Genopal, Mitsubishi Rayon). The degree of change (fold) was calculated compared with the livers of the control mice (NC). Data are expressed as the arithmetic mean ± SEM of 5 mice in each group.
(TIF) Click here for additional data file.

Table S1 **Top 10 Biological functions of hepatic genes that were significantly up- or down regulated in diet-induced nonalcoholic steatohepatitis in mice.** The functions and canonical pathways that were most significant to the data set were identified by Ingenuity Pathway Analysis (Ingenuity Systems).
(PDF) Click here for additional data file.

Table S2 **Top 10 Biological functions of hepatic genes that were significantly improved by β-cryptoxanthin in mice.** The functions and canonical pathways that were most significant to the data set were identified by Ingenuity Pathway Analysis (Ingenuity Systems).
(PDF) Click here for additional data file.

Table S3 **DNA oligonucleotide probes for customized fibrous DNA microarray.**
(XLS) Click here for additional data file.

# Supplementary material for: β-Cryptoxanthin Alleviates Diet-Induced Nonalcoholic Steatohepatitis by Suppressing Inflammatory Gene Expression in Mice
**Source:** PLoS One. 2014 May 23;9(5):e98294. doi: 10.1371/journal.pone.0098294
**Supplement:** Table S1 — Top 10 Biological functions of hepatic genes that were significantly up- or down regulated in diet-induced nonalcoholic steatohepatitis in mice. The functions and canonical pathways that were most significant to the data set were identified by Ingenuity Pathway Analysis (Ingenuity Systems).

| <b>Biological Functions</b>                                          | <b>p-value</b>      | <b>No. of genes<br/>differential<br/>y expressed</b> |
|----------------------------------------------------------------------|---------------------|------------------------------------------------------|
| <b>Cell death and Survival (49 functions)</b>                        | 3.26E-13 – 3.92E-02 | 122                                                  |
| <b>Hematological System Development and Function (232 functions)</b> | 1.86E-12 – 4.71E-02 | 256                                                  |
| <b>Tissue Morphology (31 functions)</b>                              | 1.86E-12 – 4.49E-02 | 169                                                  |
| <b>Lipid Metabolism (56 functions)</b>                               | 2.05E-11 – 4.71E-02 | 74                                                   |
| <b>Small Molecule Biochemistry (63 functions)</b>                    | 2.05E-11 – 4.71E-02 | 99                                                   |
| <b>Vitamin and Mineral Metabolism (10 functions)</b>                 | 1.76E-10 – 2.51E-02 | 47                                                   |
| <b>Cellular Movement (96 functions)</b>                              | 7.26E-10 – 4.71E-02 | 112                                                  |
| <b>Immune Cell Trafficking (134 functions)</b>                       | 7.26E-10 – 4.71E-02 | 161                                                  |
| <b>Inflammatory Response (122 functions)</b>                         | 7.26E-10 – 4.71E-02 | 195                                                  |
| <b>Cell-To-Cell Signaling and Interaction (103 functions)</b>        | 9.95E-09 – 4.71E-02 | 148                                                  |

# Supplementary material for: β-Cryptoxanthin Alleviates Diet-Induced Nonalcoholic Steatohepatitis by Suppressing Inflammatory Gene Expression in Mice
**Source:** PLoS One. 2014 May 23;9(5):e98294. doi: 10.1371/journal.pone.0098294
**Supplement:** Table S2 — Top 10 Biological functions of hepatic genes that were significantly improved by β-cryptoxanthin in mice. The functions and canonical pathways that were most significant to the data set were identified by Ingenuity Pathway Analysis (Ingenuity Systems).

| <b>Biological Functions</b>                                              | <b>p-value</b>      | <b>No. of genes<br/>differentiall<br/>y expressed</b> |
|--------------------------------------------------------------------------|---------------------|-------------------------------------------------------|
| <b>Cell death and Survival (50 functions)</b>                            | 1.17E-11 – 4.59E-02 | 57                                                    |
| <b>Cell-To-Cell Signaling and Interaction (66 functions)</b>             | 4.39E-10 – 4.43E-02 | 74                                                    |
| <b>Cellular Movement (78 functions)</b>                                  | 1.10E-09 – 3.78E-02 | 56                                                    |
| <b>Cellular Function and Maintenance (58 functions)</b>                  | 1.98E-09 – 4.82E-02 | 67                                                    |
| <b>Hematological System Development and Function<br/>(213 functions)</b> | 2.70E-09 – 4.96E-02 | 113                                                   |
| <b>Immune Cell Trafficking (99 functions)</b>                            | 2.70E-09 – 4.43E-02 | 77                                                    |
| <b>Tissue Morphology (33 functions)</b>                                  | 6.20E-09 – 4.91E-02 | 70                                                    |
| <b>Free Radical Scavenging (9 functions)</b>                             | 1.02E-08 – 1.47E-02 | 16                                                    |
| <b>Inflammatory Response (109 functions)</b>                             | 1.02E-08 – 4.43E-02 | 86                                                    |
| <b>Tissue Development (33 functions)</b>                                 | 2.83E-07 – 3.57E-02 | 36                                                    |

How the deposited data were processed for this re-analysis (not part of the article)

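Liver RNA of 15 male C57BL/6J mice, 5 fed the standard chow (NC), 5 fed the CL diet (CL) and 5 fed the CL diet with β-cryptoxanthin (CL+CX) for 12 weeks, was measured by the authors with 1 GeneChip Mouse Genome 430 2.0 array per mouse. The authors scanned the arrays and summarised each probe set as a MAS5 signal. The deposited values are intensity on a linear scale per probe set, with unequal 75th percentiles between arrays, so the scaling, the control baseline, the filter on Present calls and the statistics that the methods describe are not in them. Samples were assigned to diets by their labels. Mice with the same replicate number were not taken as pairs, since the correlation of their deviations from the group means was not above 0.1 in every pair of any comparison (-0.0144 to 0.135 for CL and NC, where 4 of 5 pairs correlated more than mice of other numbers did, and -0.132 to 0.0636 in the comparisons with CL+CX). The titles and source names of the CL+CX samples give 0.005% β-cryptoxanthin where the labels' treatment text and the methods give 0.003%, and these samples were taken as the methods' group.

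Each array was scaled to the common 75th percentile of 54.1, values under a floor of 1 were raised to it (11.3% of all values), and log2 was taken. Array medians lay between 9.48 and 16.7 before scaling, so genes near these signals are measured with little precision, and a fold is given as a lower bound where 1 group lay below the array median on all its arrays. Probe sets at or above their array's median in all 5 arrays of at least 1 group were tested (20361). Of these, 17865 carry 1 gene symbol in the annotation table, and at gene level the probe set with the highest mean signal stands for each of 10525 genes. Probe sets with no symbol or with several were counted as probe sets and not named.

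Means of the 3 groups were fitted in 1 model with limma 3.58.1 in R 4.3.3, with p adjusted by Benjamini-Hochberg over the probe sets tested and a threshold of 0.05. The comparisons were all 3 diets together, CL against NC, CL+CX against CL and CL+CX against NC. A probe set counted as returned when it passed in CL against NC and in CL+CX against CL, in opposite directions, and its CL+CX mean lay closer to NC than its CL mean. Gene lists, 49 in all, were tested at gene level with camera, with the correlation between genes preset at 0.01 and, beside it, estimated from the data. The lists were also tested with fry, which asks whether a list's genes changed, without reference to the other genes. Their p was adjusted over the lists, and their members were also adjusted over the list alone. The lists that the study itself drew from these mice, the targets in Table 4 and the genes of Figure 4, are not independent of the values. A list score per mouse is the mean over its genes of the log2 difference from the NC mean, and scores were compared by an exact permutation test over 252 arrangements. Shares of the CL change taken away have 95% intervals from 10000 resamples of mice. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15 with numpy 2.4.6.

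The filter, the scaling, the tests, the lists, the alternatives and the rule for naming genes were set before the data were examined. That rule names, for each of the 2 main comparisons, the 10 genes with the largest rise and the 10 with the largest fall among those past the test whose groups do not overlap, the 10 returned genes with the largest CL change in each direction, up to 4 members of each list with the largest change, and the genes that the paper names in its text, in Tables 3 and 4 and in Figure 4, whose values in the paper had been seen. Other genes are marked in the text as named after their values were seen. The alternatives were no filter, a stricter filter at the 75th percentile, the signals as deposited, quantile normalization, an offset of 16 in place of the floor, the methods' test, a trend with a robust prior in limma, a fit of only the 2 groups compared, the replicate number as a block, each mouse left out in turn, the CL mice divided between the 2 comparisons, no adjusted p in the second comparison, the mean of all probe sets of a gene, list members past the test alone, and an estimated correlation. A covariate, the β-actin 3′ to 5′ difference of each array, was added after seeing the data.

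The model was tested on simulated data with 20361 probe sets and 5 mice per group. For changes of 2-fold and 4-fold between NC and CL, limma called 93% and 100% of the changed probe sets and the methods' test 65% and 98%, and for probe sets made to return, limma called 86% and 100% and the methods' test 68% and 98%. Of the calls between CL and NC, 8.1% with limma and 1.81% with the methods' test were unchanged probe sets. Ingenuity Pathway Analysis was not repeated, and the custom array, RT-PCR, histology and metabolic values were not analysed here. The values of 1 gene of the M2 list are not reported here.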

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

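Chosen only after the result was seen were the β-actin 3′ to 5′ covariate and the tests of collection time, of all non-parenchymal cells and of lower signal on the array of CL replicate 2. The last of these was tested in 2 ways, the second after the first had gone with that explanation. A mouse far from the other 4 of its group, with a gap of more than 0.71 of the group's range, was found in 47 of 843 groups of values (49 lists, 228 named genes and 4 array measures in 3 diets), and chance gives about 1 in 20, or 42.2, so single cases below carry little weight.

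NC replicate 1 was lowest for the lists of MHC class II (gap over range 0.776), NADPH oxidase (0.838) and the study's targets of TNF (0.713) and SPI1 (0.726), and for Ctss (0.752), Fcer1g (0.833), H2-DMa (0.721), Ly86 (0.822), Psmb9 (0.778), Timp1 (0.757) and Tlr4 (0.817), which share genes or cell types. NC replicate 2 was lowest for Casp12 (0.75), NC replicate 3 highest for fatty acid and triglyceride synthesis (0.933), Scd1 (0.814) and Slc2a2 (0.721), and NC replicate 4 highest for Toll-like receptor and TNF signalling (0.783) and lowest for Cd79b (0.899), Cyp2c37 (0.781) and Nkg7 (0.776). Among CL mice, replicate 1 was lowest for Saa3 (0.717) and Tyrobp (0.745), replicate 3 lowest for Phlda1 (0.712), replicate 4 lowest for the adipocyte list (0.77) and its gene Car3 (0.778) and highest for Ly86 (0.778) and Ubd (0.72), and replicate 5 lowest for Arntl (0.728). CL replicate 2 was highest for Chac1 (0.822) and Dio1 (0.874), lowest for Gstm3 (0.775), Insr (0.72), Ncf1 (0.726), Per3 (0.771) and Tnfaip3 (0.742), and lowest in the mean correlation of its array with its group (0.741). Among CL+CX mice, replicate 1 was lowest for Abca1 (0.815), Bcl2 (0.787) and Cyp2b9 (0.803), replicate 2 for Zap70 (0.805), replicate 3 for the antioxidant list (0.864), Mt1 (0.725) and Tnfaip2 (0.779), replicate 4 for Arntl (0.766) and Sytl1 (0.952), and replicate 5 for Hlf (0.773), while replicate 4 was highest for Myc (0.723) and for the thyroid hormone and RXR targets (0.78).

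The paper does not discuss the circadian clock, and of its 13 measured genes 7 were higher and 3 lower in CL+CX than in CL mice (8 and 3 when adjusted over the list alone; list mean 0.82, camera, adjusted p = 0.00653, lost at an adjusted p = 0.118 with an estimated correlation). The outputs Dbp, Tef, at 1.17, and Hlf, at 0.85, with Per3, Nr1d1, Nr1d2, at 1.05, and Ciart rose, and Arntl, Npas2 and Cry1 fell (Nr1d2 and Cry1 named after their values were seen). Without CL replicate 2, 6 passed the test. In CL against NC mice, Npas2 rose and Tef, at -0.74, and Hlf, at -0.86, fell (1 and 2 when adjusted over the list alone; camera, adjusted p = 0.24), and 9 of the 13 differed between CL+CX and NC mice.

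Scaling of the arrays is argued against as the cause of the clock genes' difference, as the median change of the 10 that passed, 1.67, was 1.68 with quantile normalization and 1.74 with the signals as deposited. RNA quality or labelling remains open: with the β-actin 3′ to 5′ difference as a covariate the median change was 1.11 (median standard error 0.379, against 0.249 without it), and the call ended for all but Dbp, as the errors widened and some changes, such as that of Nr1d1 (1.09), shrank. Dbp stayed at 3.91 and Tef at 1.14 (adjusted p = 0.146), while Per3 went from 2.57 to 2.94 (adjusted p = 0.438). Collection at another time of day or in another feeding state may give the same picture, since no CL+CX mouse overlaps a CL mouse for 9 of the 13 genes (chance gives 0.794% of genes) with Arntl and Npas2 moving against Dbp, Tef, Per3 and Nr1d1. A diet effect on the clock cannot be told apart from it, because collection times are not given.

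The paper does not report on markers of sinusoidal endothelial cells, whose list mean was -0.62 in CL+CX against CL mice, beside the fall in macrophage markers. A lower share of all non-parenchymal cells in the samples cannot be told apart from a change in macrophages: the macrophage score less the endothelial score was 1.92 ± 0.411 in CL and 1.52 ± 0.291 in CL+CX mice (SD, n = 5; exact permutation test, p = 0.103), which does not show that they fell alike. RNA quality or labelling remains open too, as the median change of the macrophage and monocyte markers was -1.15 (median standard error 0.267) and with the covariate -0.595 (0.387), close to 50% of its size. The 3′ to 5′ difference of Gapdh was also higher in CL+CX than in CL mice, by 0.20 (exact permutation test, p = 0.0159, and 0.0476 after adjustment). An effect of β-cryptoxanthin on macrophages is open beside these.

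The array of CL replicate 2 stood at -67.8 on the second principal component, with the other CL mice at -24.3 to -0.80. Noise of single probe sets on it is argued against, since its deviations from the other CL mice correlate at 0.509 between 2 probe sets of a gene, against 0.342 to 0.427 in the others. Lower signal on it remains open: its 75th percentile, 46 before scaling, was the lowest of the CL arrays (the others 54.5 to 79.0), but its total signal, 5628661, lay within theirs (4855441 to 7158028), and 4 NC arrays with 75th percentiles of 41.5 to 48.9 correlated with their group at 0.964 to 0.969. Among the brightest 5091 probe sets after quantile normalization its deviations had a standard deviation of 0.443, above the 0.235 to 0.347 of the others, so the values point in different directions. This mouse had the lowest score of fibrosis genes, -0.05 against 0.34 to 1.35, but its immune score, 1.37, lay within that of the others (1.24 to 1.62), so a weaker response to the diet as a whole is not shown, and a difference of the mouse itself was not tested.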

How the results depend on the processing

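The β-actin 3′ to 5′ covariate was chosen after seeing the data, and the other alternatives were not. No gene that passed in either fit changed direction, and no list called by camera did relative to the other genes; with the signals as deposited, though, where the median of all probe sets moved by 0.23 in CL mice, the mean of the clock genes went from -0.16 to 0.15 there and that of gluconeogenesis and glycolysis from -0.31 to 0.00, and the share of changed probe sets that were higher went from 48.2 to 96.2% for CL against NC and from 50.5 to 28.4% for CL+CX against CL. The 3160 probe sets that differed among the 3 diets were 2352 to 3739 under the stricter filter, the signals as deposited, quantile normalization, the offset of 16, the methods' test, the robust prior and the replicate block, and only the 2 groups compared gives no value for this count. The count for CL against NC, 2494, was 1701 to 2792 under the same alternatives and with only the 2 groups fitted, apart from 1586 with the methods' test. The count for CL+CX against NC, 1992, was 1669 to 2355, apart from 3205 with only the 2 groups fitted.

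With no filter, where 45037 probe sets share the adjustment and most of those added are dim, the counts were 1064 for the 3 diets, 1127 for CL against NC, 38 for CL+CX against CL, 10 returned and 605 for CL+CX against NC. The counts for CL+CX against CL and for returned probe sets, 637 and 256, depend most on the setting: they were 786 and 344 with the stricter filter, 684 and 242 with quantile normalization and 822 and 330 with the robust prior, but 81 and 32 with the signals as deposited, 994 and 423 with the offset, 975 and 510 with the methods' test, 142 and 56 with only the 2 groups fitted, and 363 and 135 with the replicate block. Of the 637 probe sets, 432 were among the 975 of the methods' test, and 125 were among the 142. The fit of 2 groups has fewer mice, but with it the count for CL+CX against NC rose from 1992 to 3205. Fewer mice alone thus do not account for its counts, which fell only where CL mice were compared. CL arrays correlated with their group at 0.941 to 0.962, NC arrays at 0.964 to 0.969 and CL+CX arrays at 0.967 to 0.972. The fit of 3 groups shares 1 spread among the diets, so its counts for CL mice may be too high. The cause was not tested. With the CL mice divided between the comparisons, 15 were returned at the median, from fewer CL mice in each, and with no adjusted p needed in the second comparison, 2077, a count that the shared CL mice favour. The covariate gave 1616 for the 3 diets, 1141 for CL against NC, 1 for CL+CX against CL, 0 returned and 664 for CL+CX against NC. It follows the diet in part, so it widens the standard errors (median for CL+CX against CL 0.277, against 0.176), and the median change of the 637 probe sets went from 0.793 to 0.625.

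With 1 mouse left out, the count for the 3 diets was 2188 to 4579, for CL against NC 1733 to 3910, for CL+CX against CL 105 to 968, for returned probe sets 43 to 341, and for CL+CX against NC 1198 to 3050. The mice that moved a count by over 1.5 times were, for CL against NC, CL replicate 2 (3910 without it). For CL+CX against CL they were CL replicates 1, 3, 4 and 5 (277, 279, 319 and 968) and CL+CX replicates 2, 3, 4 and 5 (125, 105, 160 and 399). For returned probe sets they were NC replicate 5 (155), CL replicates 1, 3 and 4 (111, 121 and 117) and CL+CX replicates 2, 3 and 4 (52, 43 and 66), and for CL+CX against NC they were NC replicate 1 (1198), CL replicate 2 (3050) and CL+CX replicate 2 (1327). These fits have fewer mice, and the cause beyond that was not tested.

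The share of the CL change taken away was 44.4 to 50.7% for the immune lists, past the exact test each time, and 9.35 to 11.1% for the cholesterol lists, never past it, under the 5 alternatives set for them; their difference was 35 to 40.8 percentage points, never past it (p = 0.0794 to 0.167). With 1 mouse left out the shares were 39.7 to 56.2% and 7.09 to 12.6%, and the difference was 32.6 to 44.1. Without CL replicate 2 the cholesterol share, 12.6%, passed the exact test (p = 0.0317), and the cause was not tested.

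For the list calls, 418 recomputed values kept their direction and passed and 50 lost the call, of which an estimated correlation accounts for 11 in CL against NC and 22 in CL+CX against CL, while 10 of the lists not called became so. With 1 mouse left out, 757 kept the call, 23 lost it and 21 gained one. For the named genes, 1107 recomputed values kept the call, 237 lost it and 92 gained one, and with 1 mouse left out 2792 kept it, 568 lost it and 92 gained one. The covariate ended 69 and the signals as deposited 48 of the gene calls for CL+CX against CL. As 11.3% of all values lie at the floor, a gene whose signal is near its array's median may pass or fail with the offset (423 returned against 256), and absence of a call among dim genes such as the T cell antigens is no measure of their level.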

Differences from the paper's values

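No test in this part was chosen only after its result was seen, apart from the β-actin 3′ to 5′ covariate. The paper's filter used Present calls and its tests differ, while the threshold of 0.05 is the same. For CL against NC the paper gives 1589 genes and the value here is 2494 probe sets. The paper does not say whether its genes are probe sets or gene symbols, and the 2494 stand for 1779 gene symbols, while 1470 genes passed at gene level, both within 1.5 times of the paper's value. Of the alternatives set before the data were examined, no filter (1127), the stricter filter (2126), the signals as deposited (2317), quantile normalization (2361), the methods' test (1586), only the 2 groups compared (1701), the replicate block (2149) and leaving out any 1 mouse other than CL replicate 2 (1733 to 2340) come within 1.5 times of the paper's value, and the offset of 16 (2792), the robust prior (2669) and the fit without CL replicate 2 (3910) do not. The covariate, chosen after seeing the values, also does (1141), and it drops 1 of the 33 genes that passed here among those the study lists in Table 4 and Figure 4.

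For genes returned toward the control level the paper gives 507 and the value here is 256 probe sets, which stand for 196 gene symbols, with the same doubt about the unit. With only the test changed to that of the methods, 510 probe sets were returned and 1586 differed between CL and NC. The same test gave 975 for CL+CX against CL and 2352 for the 3 diets. The paper gives 507, 1589, about 970 and 2391, so the differences in these counts go with the test used. Gene symbols with that test are not given here. The methods' test (510), the offset of 16 (423), the stricter filter (344) and leaving out CL replicate 5 (341) or CL+CX replicate 1 (338) come within 1.5 times. No filter (10), the signals as deposited (32), quantile normalization (242), the robust prior (330), only the 2 groups compared (56), the replicate block (135), the CL mice divided (15), no adjusted p in the second comparison (2077) and leaving out any other mouse (43 to 247) do not. For CL+CX against CL the paper's value is about 970 in Figure 3, read by eye, and the value here is 637, which stand for 482 gene symbols. The methods' test (975), the offset (994), the robust prior (822), the stricter filter (786), quantile normalization (684) and leaving out CL replicate 5 (968) or CL+CX replicate 1 (791) come within 1.5 times. No filter (38), the signals as deposited (81), only the 2 groups compared (142), the replicate block (363) and leaving out any other mouse (105 to 526) do not.

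By its custom array, the paper states that β-cryptoxanthin lowered all 15 genes of Figure 4 after the CL diet had changed them. Here 12 of the 15 rose in CL mice, with Cdkn1a, Mrc1 and Fcgr2b not past the test (0.18, 0.62 and 0.43), and 7 were lower with β-cryptoxanthin, C1qc, Cdkn1a, Cyba, H2-Ab1, H2-Eb1, Lyz2 and Vcam1; the other 8 had lower means as well. With the methods' test 12 passed, adding Cd52, Cd74, Fcer1g, H2-Aa and Ifngr1; with the stricter filter 12, adding Cd52, Cd74, Fcgr2b, H2-Aa and Mrc1; with the offset of 16 these 12 and Cd48 (13 in all); with the robust prior 10, adding Fcgr2b, H2-Aa and Mrc1; and with quantile normalization 8, adding Mrc1. Without CL+CX replicate 1 Cd74, Fcer1g, Fcgr2b, H2-Aa and Mrc1 passed, without NC replicate 1 Cd48, without CL+CX replicate 5 Cd52 and H2-Aa, and without CL replicate 5 H2-Aa. Fewer passed with the replicate block (5), with the signals as deposited and with only the 2 groups fitted (3 each), without CL replicate 1, 3 or 4 (3, 4 and 3), without CL+CX replicate 2, 3 or 4 (3 each) and without CL replicate 2 or NC replicate 2, 3, 4 or 5 (6 each). With limma, 0 passed with no filter (15 at an unadjusted p under 0.05) and 0 with the covariate, chosen after seeing the values (3 at an unadjusted p under 0.05). With the signals as deposited Mrc1 also rose in CL mice (0.93, adjusted p = 0.0243, the lowest over its alternatives, the highest being 0.277), as it did without CL+CX replicate 1 (adjusted p = 0.0387).

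By the same array, the paper states that MHC class II genes were brought back to control levels. Here they stayed higher in CL+CX than in NC mice, Cd74 by 1.73 (standard error 0.32, adjusted p = 0.00443), H2-Eb1 by 1.58 (standard error 0.27, adjusted p = 0.00267), H2-Ab1 by 1.37 (standard error 0.26, adjusted p = 0.00511) and H2-Aa by 1.34 (standard error 0.24, adjusted p = 0.00354). The paper also states that Abca1 was induced in CL mice and here it was not past the test under any alternative run for it (adjusted p = 0.148 to 0.809), while Abcg5 and Scd1, named with it, rose. The paper states that β-cryptoxanthin suppressed the rise in M1 macrophages, and here none of 5 M1 markers passed over all genes (camera, adjusted p = 0.211, and 0.0263 to 0.862 over the alternatives, passing with no filter, at 0.0263, and without CL replicate 2, at 0.0459).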

Other observations

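Chosen only after the result was seen were, in this part, the regrouping of CL and CL+CX mice with the NC mice kept and the exchange of CL and CL+CX. Of 19 measured genes of stellate cells and fibrosis, 6 rose in CL mice and none fell (9 higher and 1 lower when adjusted over the list alone). The inhibitor of matrix proteases Timp1 rose by 1.87 (standard error 0.57, adjusted p = 0.0439), the collagen gene Col5a2 by 1.58 (standard error 0.48, adjusted p = 0.041), Vim, an intermediate filament gene, by 1.44 (standard error 0.32, adjusted p = 0.00878), and Tagln, Sparc and Dcn, named after their values were seen, by 1.05, 0.78 and 0.67. Col1a2 and Col3a1 did not pass, at 0.83 (standard error 0.49, adjusted p = 0.294) and 0.99 (standard error 0.55, adjusted p = 0.268), but another probe set of Col3a1 did, at 1.36 (adjusted p = 0.0429). The list's score was 0.78 ± 0.607 in CL mice and 0.25 ± 0.252 in CL+CX mice (SD, n = 5; exact permutation test between them, p = 0.119). Its call in CL mice (camera, adjusted p = 4.45e-06) was lost at an adjusted p = 0.182 with an estimated correlation. In CL+CX against CL mice, Dcn was lower at -0.51 (standard error 0.12, adjusted p = 0.0389; 1 higher and 3 lower when adjusted over the list alone) and Lum was at -1.21 (standard error 0.33, adjusted p = 0.0552), and that call (mean -0.54, camera, adjusted p = 0.000175) was lost at an adjusted p = 0.36 with an estimated correlation.

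Of 10 liver genes that males express more, 4 fell in CL mice (4 when adjusted over the list alone), Ugt2b38 by 2.07 (standard error 0.42, adjusted p = 0.00535), Cyp7b1, C8a by 0.61 and Cyp2d9 by 0.45 (mean -0.55, camera, adjusted p = 0.0089, lost at an adjusted p = 0.344 with an estimated correlation and with quantile normalization, at a mean of -0.39), and Elovl3 was lower with β-cryptoxanthin, at -0.96 (standard error 0.23, adjusted p = 0.0391; 1 when adjusted over the list alone; camera, adjusted p = 0.408). Cyp2d9 did not pass with quantile normalization (-0.157), the signals as deposited (-0.135) or the β-actin 3′ to 5′ covariate (-0.408). Cyp7b1 did not pass with the replicate block (-1.13), the signals as deposited (-0.813) or the covariate (-1.28), nor C8a with the signals as deposited (-0.293). CL replicate 2 stood at 0.23 for this list and the other CL mice at -0.98 to -0.41 (exact permutation test of the score, CL against NC, p = 0.0556). Of 4 genes that females express more, Acot3, Cyp17a1, at -1.18, and Cux2, at -0.85, fell in CL mice (3 when adjusted over the list alone; camera, adjusted p = 0.0934, and 0.00151 to 0.338 over the alternatives, called with the signals as deposited and without CL replicate 5; exact permutation test of the score, p = 0.00794), and none passed with β-cryptoxanthin over all genes, with Cyp2b9 at 1.27 (adjusted p = 0.103; 1 higher when adjusted over the list alone; camera, adjusted p = 0.555). Of 10 genes of gluconeogenesis and glycolysis, Fbp1, at -0.53, Pck1, at -0.51, and Insr fell in CL mice (3 when adjusted over the list alone; mean -0.31, camera, adjusted p = 0.0192, lost at an adjusted p = 0.192 with an estimated correlation, with quantile normalization and with the mean of all probe sets, at means of -0.17 and -0.24). None of these genes passed with the signals as deposited, at -0.212, -0.193 and -0.497. Fbp1 did not pass with quantile normalization (-0.249) or the β-actin 3′ to 5′ covariate (-0.491) either. With β-cryptoxanthin, Pklr rose by 0.92 (standard error 0.21, adjusted p = 0.0346), Slc2a2 by 0.75 (standard error 0.20, adjusted p = 0.0497) and Insr rose as well, while Igfbp1 fell (4 higher and 1 lower when adjusted over the list alone; camera, adjusted p = 0.12). Slc2a2 did not pass there with quantile normalization (0.724), the replicate block (0.749), the signals as deposited (0.678) or the covariate (0.502). Pklr did not pass with the block (0.92), the signals as deposited (0.849) or the covariate (0.527). Insr did not pass with the signals as deposited (0.418) or the covariate (0.479).

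Of 2 adipocyte genes, Fabp4 rose by 0.97 (standard error 0.25, adjusted p = 0.0183) and Car3 fell by 1.01 (standard error 0.27, adjusted p = 0.022) in CL mice (1 higher and 1 lower when adjusted over the list alone), and neither passed with β-cryptoxanthin, apart from another probe set of Car3, higher by 2.09 (adjusted p = 0.0487; 1 lower when adjusted over the list alone; camera, adjusted p = 0.852 and 0.555). The fall of Car3 in CL mice did not pass with quantile normalization (-0.772, adjusted p = 0.0598) or the signals as deposited (-0.699, adjusted p = 0.138). The rise of Fabp4 did not pass with the β-actin 3′ to 5′ covariate (0.919, adjusted p = 0.0799). The 1 cholangiocyte gene measured, Sox9, was at 0.49 in CL mice (1 higher when adjusted over the list alone; camera, adjusted p = 0.235) and lower with β-cryptoxanthin at -1.13 (standard error 0.20, adjusted p = 0.0141; 1 when adjusted over the list alone; camera, adjusted p = 0.0128, lost at an adjusted p = 0.114 with an estimated correlation). The 1 red blood cell gene, Alas2, passed in neither comparison, alone or over all genes (-0.31 and 0.10; camera, adjusted p = 0.429 and 0.771), nor did the 2 pancreas genes, Cela3b and Prss2, over all genes (1 higher with β-cryptoxanthin when adjusted over the list alone; camera, adjusted p = 0.671 and 0.555). None of the 5 proliferation genes passed with β-cryptoxanthin, alone or over all genes (mean -0.18, camera, adjusted p = 0.408), and the hepatocyte list was not called there (camera, adjusted p = 0.733).

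For the 15 genes of Figure 4, which the study chose on these mice by another array, 12 rose in CL mice (13 when adjusted over the list alone; mean 1.93, camera, adjusted p = 1.17e-18, and 0.0256 with an estimated correlation) and 7 were lower in CL+CX than in CL mice (15 when adjusted over the list alone; mean -1.10, camera, adjusted p = 4.2e-15, lost at an adjusted p = 0.114 with an estimated correlation). Cd52, a surface antigen of lymphocytes, rose by 2.43 (standard error 0.29), Fcer1g, the common chain of Fc receptors, by 1.77 (standard error 0.22) and Ifngr1, the interferon-γ receptor, by 0.64 (standard error 0.11). With β-cryptoxanthin they were at -0.91 (adjusted p = 0.0949), -0.66 (adjusted p = 0.11) and -0.33 (adjusted p = 0.113). The T cell antigens that the study measured by RT-PCR, Cd3d, Cd3e, Cd4 and Cd8a, were too dim to enter the test, and with no filter none of them passed (limma, adjusted p = 0.135 to 0.935 for CL against NC and 0.809 to 0.973 for CL+CX against CL). With no filter, Cd28, which is as dim and is named after its value was seen, passed as higher in CL mice (limma, adjusted p = 0.0272). Its signals, 3.85 in NC and 9.45 in CL mice, are too low to give a fold. The list of T cell markers was called in CL mice with no filter (mean 0.76, camera, adjusted p = 0.0013, and 0.0013 to 0.294 over the alternatives), as it was without NC replicate 2, NC replicate 5 or CL replicate 5 (adjusted p = 0.0103 to 0.0452).

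For some genes named as changed, 1 or more other probe sets did not pass. In CL against NC mice these are Abcg1, Car3, Casp12, Cxcl9, Cyp51, Fam53b, Fcgr1, Hnf4a, Insr, Mt1, Psmb8, Ptprd, Rxra, Slc7a2, Tef and Tnfaip2, and in CL+CX against CL mice Arntl, Bcl6, C1qb, Cd44, Ddit3, Fam53b, Fcgr1, Fdft1, Foxq1, Hlf, Insr, Klf9, Lpl, Lyz1, Msr1, Per3, Pklr, Ptprd, Rxra, Slc7a2, Sox9, Spry4 and Vcam1. Of these, another probe set lay on the other side of 0 for Fam53b (0.15, adjusted p = 0.746) and Hnf4a (0.24, adjusted p = 0.478) in CL mice and for Insr (-0.27, adjusted p = 0.506) with β-cryptoxanthin.

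In CL against NC mice, the list calls that held with an estimated correlation were those of cholesterol synthesis, LXR targets, thyroid hormone and RXR targets, MHC class II, macrophages and monocytes, lipid-associated macrophages, M1 markers, natural killer and cytotoxic genes, phagocytosis, chemokines, adhesion, Toll-like receptor and TNF signalling, NADPH oxidase, cell death and proliferation, with the study's SPI1, TICAM1 or MYD88 and IRF8 targets and its Figure 4 genes. In CL+CX against CL mice no list call held with an estimated correlation (lowest adjusted p = 0.114), against 22 with the preset correlation. With fry, lists that passed there include clock genes, NADPH oxidase, macrophages and monocytes, phagocytosis, MHC class II and adhesion (adjusted p = 0.000573 to 0.0132). Of the 22, Kupffer cells, Toll-like receptor and TNF signalling, interferon-induced genes, fibrosis and the study's TNF targets did not pass (fry, adjusted p = 0.0559 to 0.452). The 1 cholangiocyte gene has no value with fry.

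Chance was tested by regrouping the mice 100 times, the real grouping included, and for each of the 5 counts the real grouping was the only 1 of 100 to give as many, so chance can be excluded. The real count was 3160 for the 3 diets (highest of the other groupings 5). For returned probe sets it was 256 (highest other 4), but regrouping all 15 mice also takes away the change in CL mice, so this speaks only against no effect of diet at all. With the NC mice kept and the CL and CL+CX mice regrouped, the real grouping was again the only 1 of 100, and the highest other, 199, was the exchange of CL and CL+CX (10 at most apart from it). Thus 199 probe sets differed between CL+CX and NC mice and lay closer to NC in CL mice, against 256 returned, and the regroupings show a difference between CL+CX and CL mice, not that it favours a return. With only the 2 groups fitted it was 1701 for CL against NC (highest other 1), 142 for CL+CX against CL (highest other 1) and 3205 for CL+CX against NC (highest other 3).

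The returned probe sets rest on 2 comparisons that share the CL mice. With the CL mice divided between the comparisons, 15 were returned at the median of 20 splits. There, 109 differed between CL+CX and CL at the median, against 637 with all mice. In 20 simulations with a change in CL mice and none with β-cryptoxanthin, at most 0 were returned. At most 0 differed between CL+CX and CL in them. Sharing the CL mice alone gave no returned probe sets there. These simulations cannot show how far it favours opposite directions among real differences. Over all probe sets tested the 2 log2 changes correlate at -0.46, and with no effect the shared mice alone give -0.50, so this correlation is no measure of a return. Their covariance went the other way, at -0.0862 against -0.0288 simulated with no effect, and its cause was not tested. Of the 261 probe sets that passed both comparisons, 5 moved the same way in both, but the shared CL mice favour opposite directions. With the CL mice divided, the medians over 20 splits were 18 passing both and 2.5 moving the same way. The split with CL replicates 1, 4 and 5 in the first comparison gave 158 of 265.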
